# Expression profiling of skeletal muscle following acute and chronic β_2_-adrenergic stimulation: implications for hypertrophy, metabolism and circadian rhythm

**DOI:** 10.1186/1471-2164-10-448

**Published:** 2009-09-23

**Authors:** Michael A Pearen, James G Ryall, Gordon S Lynch, George EO Muscat

## Abstract

**Background:**

Systemic administration of β-adrenoceptor (β-AR) agonists has been found to induce skeletal muscle hypertrophy and significant metabolic changes. In the context of energy homeostasis, the importance of β-AR signaling has been highlighted by the inability of β_1-3_-AR-deficient mice to regulate energy expenditure and susceptibility to diet induced obesity. However, the molecular pathways and gene expression changes that initiate and maintain these phenotypic modulations are poorly understood. Therefore, the aim of this study was to identify differential changes in gene expression in murine skeletal muscle associated with systemic (acute and chronic) administration of the β_2_-AR agonist formoterol.

**Results:**

Skeletal muscle gene expression (from murine tibialis anterior) was profiled at both 1 and 4 hours following systemic administration of the β_2_-AR agonist formoterol, using Illumina 46K mouse BeadArrays. Illumina expression profiling revealed significant expression changes in genes associated with skeletal muscle hypertrophy, myoblast differentiation, metabolism, circadian rhythm, transcription, histones, and oxidative stress. Differentially expressed genes relevant to the regulation of muscle mass and metabolism (in the context of the hypertrophic phenotype) were further validated by quantitative RT-PCR to examine gene expression in response to both acute (1-24 h) and chronic administration (1-28 days) of formoterol at multiple timepoints. In terms of skeletal muscle hypertrophy, attenuation of myostatin signaling (including differential expression of myostatin, activin receptor IIB, phospho-Smad3 etc) was observed following acute and chronic administration of formoterol. Acute (but not chronic) administration of formoterol also significantly induced the expression of genes involved in oxidative metabolism, including hexokinase 2, sorbin and SH3 domain containing 1, and uncoupling protein 3. Interestingly, formoterol administration also appeared to influence some genes associated with the peripheral regulation of circadian rhythm (including nuclear factor interleukin 3 regulated, D site albumin promoter binding protein, and cryptochrome 2).

**Conclusion:**

This is the first study to utilize gene expression profiling to examine global gene expression in response to acute β_2_-AR agonist treatment of skeletal muscle. In summary, systemic administration of a β_2_-AR agonist had a profound effect on global gene expression in skeletal muscle. In terms of hypertrophy, β_2_-AR agonist treatment altered the expression of several genes associated with myostatin signaling, a previously unreported effect of β-AR signaling in skeletal muscle. This study also demonstrates a β_2_-AR agonist regulation of circadian rhythm genes, indicating crosstalk between β-AR signaling and circadian cycling in skeletal muscle. Gene expression alterations discovered in this study provides insight into many of the underlying changes in gene expression that mediate β-AR induced skeletal muscle hypertrophy and altered metabolism.

## Background

Previous studies have demonstrated that chronic administration of β-adrenoceptor (β-AR) agonists (particularly β_2_-AR agonists) can increase myofibrillar protein content and thus induce skeletal muscle hypertrophy in mammals [1-3]. This β_2_-AR induced hypertrophy is believed to be a result of decreased proteolysis coupled with increased protein synthesis [4-9]. The ubiquitin-proteasome signaling [8,10,11], Ca^2+^-dependent proteolysis [12] and/or calpain-mediated proteolysis [6,13,14] have all been proposed to play a role, however the molecular and cellular pathways altered following β-AR agonist administration remain poorly understood [15].

In addition to hypertrophy, acute exposure of skeletal muscle (and cells) to β-AR agonists has been found to modulate oxidative metabolism, energy expenditure, lipolysis [16-21], glucose transport [22], and glucose oxidation [20]. Skeletal muscle accounts for a large proportion of the body's energy demand and thus plays a pivotal role in insulin sensitivity, blood lipid profile and energy balance [23,24].

Underscoring the importance of β-AR signaling in regulating metabolism, transgenic mice lacking all three β-ARs are susceptible to diet-induced obesity. These animals lack any diet- and cold-induced thermogenic response, indicating that β-ARs play a major role in energy expenditure [25]. Similar to the molecular mechanisms underlying skeletal muscle hypertrophy, our understanding of the pathways regulating the metabolic response to β-AR stimulation have yet to be fully elucidated.

In the context of β-AR signaling and skeletal muscle, we (and others ([26]) have previously demonstrated that acute β-AR signaling markedly and transiently increased the expression of the NR4A subgroup of orphan nuclear receptors (*Nur77, Nurr1 *and *Nor-1*) in skeletal muscle tissue and cultures [27,28]. The induction of the NR4A subgroup was associated with the modulation of critical metabolic genes and cellular metabolism [28,29] ([26-29]. Interestingly, in terms of hypertrophy, knockdown of *Nor-1 *expression, *in vitro*, resulted in a >65 fold increase in the expression of myostatin, a key negative regulator of muscle hypertrophy. Such studies suggest that the NR4A subgroup may mediate some effects of β-AR signaling in skeletal muscle.

To examine skeletal muscle gene expression following acute β-AR stimulation, we examined global gene expression in mice using Illumina BeadArrays. Spurlock et al. [30] previously examined global gene expression in skeletal muscle 1 and 10 days after administration of the β_2_-AR agonist clenbuterol. Spurlock et al. identified genes associated with skeletal muscle growth/hypertrophy, including multiple genes associated with proliferation, differentiation, and the recruitment of satellite cells into muscle fibers. Furthermore, they found an increase in the expression of transcriptional and translational initiators responsible for increasing protein synthesis.

We also performed a comprehensive expression analysis of both the acute (1-24 hours) and chronic (1-28 days) effects of β_2_-AR agonist administration. We identified changes in the expression of mRNAs encoding genes associated with skeletal muscle hypertrophy, myoblast differentiation, metabolism, circadian rhythm, transcription, histones, and oxidative stress that occur within 4 hours and alter signaling pathways responsible for the long-term phenotypic footprint of b2-AR activation.

## Results

### Acute systemic administration of the β_2_-adreneroreceptor agonist, formoterol, induces widespread changes in gene expression in skeletal muscle

The entire data set is available via Gene Expression Omnibus (accession number GSE15793). Expression profiling was performed on 16 mice in total using 46K Illumina Sentrix BeadArray chips. Skeletal muscle samples from 16 independent animals were removed at 1 and 4 hours following a single *i.p. *injection of the β_2_-AR agonist, formoterol, or saline (vehicle control). Each timepoint consisted of eight animals with four saline and four formoterol treated animals. 

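Each of the 16 arrays held tibialis anterior RNA from 1 mouse, taken 1 h or 4 h after an injection of saline or of formoterol at 100 µg/kg, with 4 mice in each of 4 groups. The authors deposited an average bead intensity per probe without normalization, a detection score from 0 to 1, and a ratio of each intensity to the median of its array. That median runs over the 7596 of 46120 probes with a detection score of 1 on at least 4 arrays, and the same 7596 probes were kept here. Their median intensity was 393 to 746 per array, which is 2.33 to 3.74 times the background. For the values reported here the intensities were scaled to a common median, raised to a floor at percentile 1 and taken as log2. The R package limma fitted the 4 group means over all 16 arrays. Changes are log2 of formoterol over saline with their standard error (SE), p is adjusted by Benjamini and Hochberg over the 7596 probes, and a probe is called at an adjusted p under 0.05. A change is given as at least a size where no array of a group detected the probe. The files pair no probe with a gene name, so names were read from the probe IDs, which is an inference. A zero-padded number in the ID was taken as a gene number of a reference gene table, or a RefSeq accession was looked up there, which named 2591 probes (34.1%) for 2388 genes. Of the padded numbers, 93.5% were gene numbers of that table, against 10.0% of the unpadded numbers. Apart from this, 110 of the 116 genes of Tables 1 and 2 have exactly 1 probe with the fold changes and 4 h adjusted p printed there, and all 29 of them that could be named both ways got the same name. A gene named only through its printed values is marked as a table probe: its change is the study's own reading of the same arrays, and it entered no gene list. Gene lists were tested with camera of limma, adjusted over 29 lists. Thresholds, gene lists, the rule for naming genes and most alternatives were fixed before the data were examined, with the paper's tables already read.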

The tibialis anterior muscle was chosen for all analyses as it contains predominantly type II fibers, and (in rodents) is known to exhibit marked increases in protein content and lean mass (hypertrophy) in response to β-AR agonist administration [31-35].

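Slc25a25, a mitochondrial carrier of ATP and magnesium, rose at both times (log2 1.58, SE 0.18, adjusted p = 2.07e-05 at 1 h; 2.83-fold, adjusted p = 1.15e-05 at 4 h). Pfkfb3, whose product drives glycolysis, rose at 1 h (log2 1.65, SE 0.25, adjusted p = 5.30e-04) and was not called at 4 h (log2 0.46, adjusted p = 0.225), a difference between times that was not called either (adjusted p = 0.0778). Among the largest rises at 4 h were Impact, a regulator of translation under amino acid shortage (log2 2.23, SE 0.16, adjusted p = 1.33e-08), Nudt18, a nucleotide hydrolase (log2 1.99, SE 0.12, adjusted p = 3.44e-09), and the tubulin gene Tuba1c (log2 1.37, SE 0.13, adjusted p = 1.02e-06). Other genes fell. Gucy1a1, a subunit of the nitric oxide receptor, was lower at 1 h (log2 -0.41, SE 0.07, adjusted p = 0.00189) and 4 h (log2 -0.69, adjusted p = 1.51e-06). Prnd, a prion-like gene, fell at 4 h (log2 -1.01, SE 0.17, adjusted p = 4.18e-04, at least 1.77-fold). The collagen genes Col1a1 at 1 h (log2 -0.87, adjusted p = 0.00758) and Col1a2 at 4 h (log2 -1.23, adjusted p = 0.00336) were also lower, and the haemoglobin gene Hba-a1 was higher at 4 h (log2 1.82, SE 0.32, adjusted p = 6.47e-04). Formoterol mice read Hba-a1 at log2 14.341 to 15.182 at 1 h and 14.447 to 15.267 at 4 h. Saline mice read it at 13.672 to 15.102 at 1 h and lower, 12.385 to 14.127, at 4 h. Whether blood left in the muscle explains this stays open. In all of these called changes the 4 formoterol mice did not overlap the 4 saline mice of the same time. For the largest rises and falls this was a condition of the choice, so it adds no support. Of all 7596 probes, 8.4% had no overlap at 1 h and 19.4% at 4 h. With the paper's threshold of 1.85-fold, 45 probes were called at 1 h (40 higher, 5 lower) and 148 at 4 h (122 higher, 26 lower) out of 7596. The 1 h arrays lay on 2 slides with 2 mice per group on each, and within slide 2 alone the 1 h count was 110, within slide 3 alone 24. The methods' t-test on log2 values left 4 probes at 1 h.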

Using a p value cutoff of p < 0.05 (see methods for full statistical analysis) and a fold change cutoff of 1.85, at one hour following formoterol administration, 23 probes were significantly altered and 112 probes were significantly altered at four hours. Significant annotated genes from both timepoints are shown in table 1. 

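Hes1, a transcriptional repressor downstream of Notch, rose at 1 h (log2 1.84, SE 0.13, adjusted p = 1.02e-07, table probe) and was not called at 4 h (log2 0.02, adjusted p = 0.930; difference adjusted p = 1.87e-05). The 4 h rises include Midn (log2 2.28, SE 0.14, adjusted p = 2.14e-09), Emd, which codes for the nuclear envelope protein emerin (log2 2.02, SE 0.16, adjusted p = 5.36e-08), and Gadd45a, a growth arrest gene (log2 1.02, SE 0.18, adjusted p = 5.99e-04), all table probes. The table probes of Cdkn1c, an inhibitor of cyclin-dependent kinases, and Ddit4l, an inhibitor of mTOR signalling, fell at 4 h (log2 -1.79 and -1.38, limma adjusted p = 0.00127 and 4.83e-05). Of the 92 genes of Table 1, 86 have exactly 1 probe with the printed values. At 1 h 38 of the 86 were higher, 3 lower and 45 not called, and at 4 h 72 were higher, 10 lower and 4 not called. The response differed between the times for 56 of them, with the larger change at 4 h for 49. These genes were chosen by the study on the same 16 arrays, so the counts are not independent evidence of a direction. Among the genes with no probe of the printed values are Itgb1bp3, Smad1, Nurr1, Pdgfa and Slc23a2.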

Significant non-annotated genes (Riken cDNAs and hypothetical proteins) are included in Table 2.

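Errfi1, printed in Table 2 under a RIKEN name and known as a feedback inhibitor of the EGF receptor, rose at 1 h (log2 1.35, SE 0.13, adjusted p = 3.91e-06) and was not called at 4 h (log2 0.15, adjusted p = 0.475). Its response was smaller at 4 h than at 1 h (difference log2 -1.20, adjusted p = 9.19e-04). Gpat3, an enzyme of glycerolipid synthesis, and Fam13c rose at 4 h (log2 1.30, SE 0.09, adjusted p = 1.33e-08 and log2 1.33, SE 0.10, adjusted p = 4.58e-08), more than at 1 h (differences log2 0.99 and 1.42, adjusted p = 1.60e-04 and 1.87e-05). Isy1, a splicing factor, rose at 4 h as well (log2 1.09, SE 0.12, adjusted p = 3.62e-06), and the table probe of Flcn, the folliculin gene, did too (log2 1.61, SE 0.17, adjusted p = 1.67e-06). All 24 genes of Table 2 have exactly 1 probe with the printed values: 8 were higher at 1 h and 22 at 4 h, 1 was lower at 4 h, and 16 at 1 h and 1 at 4 h were not called. As a list chosen on these arrays it is not independent evidence of a direction.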

**Table 1:** Significant differentially expressed genes in skeletal muscle after acute systemic administration of β_2_-AR agonist

**Gene Name**	**Genebank ID**	**1 HOUR**		**4 HOURS**		**Potential Relevant Function**
				
		**change**	**p-value**	**change**	**p-value**	
**Growth and myoblast differentiation related**						
Integrin beta 1 binding protein 3 (Itgb1bp3)	XM_125745.1	**+ 3.28**	**NS**	**+ 3.84**	**0.023**	Regulation of terminal myogenesis
Hairy and enhancer of split 1 (Drosophila) (Hes1)	NM_008235.2	**+ 3.58**	**0.021**	**+ 1.02**	**NS**	Possible negative regulator of myogenesis
Small mothers against decapentaplegic homolog 3 (Smad3)	NM_016769	**+ 1.49**	**NS**	**+ 2.20**	**0.006**	Myoblast differentiation
TG interacting factor (Tgif)	NM_009372.2	**+ 1.53**	**NS**	**+ 2.04**	**0.033**	Smad corepressor
Inhibitor of DNA binding 1 (Idb1)	NM_010495.1	**+ 1.79**	**NS**	**+ 1.92**	**0.024**	Myoblast differentiation
Fibroblast growth factor 1 (Fgf1)	NM_010197.2	**+ 1.27**	**NS**	**+ 1.92**	**0.006**	Myoblast differentiation
Signal transducer and activator of transcription 3 (Stat3)	NM_011486.2	**+ 1.10**	**NS**	**+ 1.89**	**0.028**	Myocyte hypertrophy
Small mothers against decapentaplegic homolog 1 (Smad1)	NM_008539.3	**+ 1.08**	**NS**	**- 1.85**	**0.006**	Myoblast differentiation
						
**Metabolism and mitochondrial related**						
PPARγ coactivator 1 alpha (Pgc-1α)	NM_008904.1	**+ 1.53**	**NS**	**+ 5.25**	**0.022**	Mitochondrial biogenesis
Pyruvate dehydrogenase kinase 4 (Pdk4)	NM_013743.1	**+ 1.35**	**NS**	**+ 2.88**	**0.016**	Pyruvate metabolism
Protein phosphatase 1 regulatory subunit 3C (Ppp1r3c)	NM_016854.1	**+ 1.34**	**NS**	**+ 2.55**	**0.021**	Glycogen maintenance
Uncoupling protein 3 (Ucp3)	NM_009464.2	**+ 1.42**	**NS**	**+ 2.37**	**0.017**	Mitochondrial uncoupling
Forkhead box O1 (FoxO1)	NM_019739.2	**- 1.03**	**NS**	**+ 2.29**	**0.025**	Lipid metabolism
Kinesin family member 1B (Kif1b), transcript variant 1	NM_008441.1	**1.00**	**NS**	**- 2.28**	**0.034**	Mitochondrial transport
Hexokinase 2 (Hk2)	NM_013820.1	**+ 1.53**	**NS**	**+ 2.18**	**0.006**	Glycolysis
Phosphomevalonate kinase (Pmvk)	NM_026784.1	**+ 1.31**	**NS**	**+ 2.07**	**0.012**	Cholesterol/steroid synthesis
Plasma membrane associated protein (S3-12)	NM_020568.1	**- 1.02**	**NS**	**+ 2.03**	**0.041**	Lipid droplet protein
Lipin 1 (Lpin1)	NM_015763	**+ 1.16**	**NS**	**+ 2.03**	**0.011**	Lipid metabolism
ATPase, H+ transporting, V1 subunit B, isoform 2 (Atp6v1b2)	NM_007509.2	**+ 1.19**	**NS**	**+ 2.02**	**0.012**	ATPase
Sorbin and SH3-domains containing 1 (Sorbs1)	NM_009166	**+ 1.38**	**NS**	**+ 2.01**	**0.006**	Insulin signaling
Scavenger receptor class B member 1 (Scarb1)	NM_016741.1	**- 1.40**	**NS**	**- 1.91**	**0.008**	Regulation of blood lipids
Peroxisome proliferator activator receptor delta (Pparδ)	NM_011145	**+ 1.06**	**NS**	**+ 1.87**	**0.040**	Lipid metabolism
						
**Regulation of circadian rhythm**						
Nuclear factor, interleukin 3, regulated (Nfil3)	NM_017373.2	**+ 2.06**	**0.020**	**+ 5.32**	**0.014**	Negative regulation of circadian clock
D site albumin promoter binding protein (Dbp)	NM_016974.1	**- 4.59**	**0.015**	**- 3.60**	**0.021**	Regulation of circadian rhythms
Cryptochrome 2 (Cry2)	NM_009963.3	**+ 1.25**	**NS**	**+ 2.78**	**0.005**	Regulation of circadian rhythms
						
**Transcriptional activation**						
FBJ osteosarcoma oncogene (Fos)	NM_010234.2	**+ 5.17**	**0.041**	**+ 1.40**	**NS**	Early stress response
Kruppel-like factor 4 (gut) (Klf4)	NM_010637.1	**+ 3.97**	**0.015**	**+ 2.21**	**0.039**	Anti-proliferative
cAMP responsive element modulator (Crem)	NM_013498.1	**+ 1.65**	**0.025**	**+ 3.50**	**0.004**	Complex transcriptional regulation
CCAAT/enhancer binding protein beta (Cebpb)	NM_009883.1	**+ 1.70**	**NS**	**+ 3.41**	**0.007**	Negative regulator of cardiac hypertrophy
Nuclear receptor subfamily 4, group A, member 2 (Nurr1)	NM_013613.1	**+ 3.21**	**0.015**	**+ 1.91**	**0.044**	Complex transcriptional regulation
Fos-like antigen 2 (Fosl2)	NM_008037.3	**+ 3.00**	**0.000**	**+ 1.69**	**0.032**	Regulation of developmental processes
v-maf musculoaponeurotic fibrosarcoma oncogene family, protein F (avian) (Maff)	NM_010755.2	**+ 2.58**	**NS**	**+ 2.72**	**0.015**	Regulation of acute-phase reaction
Activating transcription factor 3 (Atf3)	NM_007498.2	**+ 1.54**	**NS**	**+ 2.69**	**0.039**	Regulator of cell proliferation, differentiation, and transformation
Kruppel-like factor 2 (lung) (Klf2)	NM_008452.1	**+ 2.44**	**0.027**	**+ 1.08**	**NS**	Inhibition of cell proliferation
T-box 3 (Tbx3), transcript variant 2	NM_011535.2	**+ 1.29**	**NS**	**+ 1.98**	**0.003**	Possible cellular stress response
LPS-induced TN factor (Litaf)	NM_019980.1	**+ 2.76**	**NS**	**+ 1.87**	**0.037**	Cytokine signaling
**Histones**						
Histone 1, H2ai (Hist1h2ai)	NM_178182	**- 2.07**	**NS**	**- 2.81**	**0.038**	Chromatin structure
Histone 1, H2ao (Hist1h2ao)	NM_178185.1	**- 2.07**	**NS**	**- 2.62**	**0.048**	Chromatin structure
						
**Oxidative stress**						
Metallothionein (Mt1)	NM_013602.2	**+ 3.01**	**NS**	**+ 12.18**	**0.003**	Removal of oxidant radicals
Sulfiredoxin 1 homolog (Npn3)	NM_029688.2	**+ 1.68**	**NS**	**+ 10.61**	**0.005**	Oxidant reduction
Metallothionein 2 (Mt2)	NM_008630.1	**+ 2.53**	**NS**	**+ 9.53**	**0.008**	Removal of oxidant radicals
						
**Angiogenesis**						
ADAM metallopeptidase with thrombospondin type 1 motif 9 (Adamts9)	XM_204236.1	**+ 1.76**	**NS**	**+ 2.80**	**0.010**	Inhibition of angiogenesis
EGL nine homolog 3 (C. elegans) (Egln3)	NM_028133.1	**+ 1.35**	**NS**	**+ 2.22**	**0.042**	Hypoxia Response
Platelet derived growth factor alpha (Pdgfa)	NM_008808	**- 1.07**	**NS**	**- 1.92**	**0.009**	Activation of angiogenesis
						
**Solute carriers**						
Short calcium-binding mitochondrial carrier 2 (Slc25a25)	NM_146118.2	**+ 2.98**	**0.016**	**+ 3.01**	**NS**	Calcium-dependent mitochondrial solute carrier
Tweety homolog 1 (Drosophila) (Ttyh1)	NM_021324.3	**+ 1.34**	**NS**	**+ 2.16**	**0.027**	Chloride anion channel
Sodium-dependent vitamin C transporter 2 (Slc23a2)	NM_018824.2	**+ 1.07**	**NS**	**+ 1.99**	**0.021**	Vitamin C transport
Solute carrier family 10 (sodium/bile acid cotransporter family), member 3 (Slc10a3)	NM_145406.1	**+ 1.30**	**NS**	**+ 1.93**	**0.015**	Organic anion/sodium transport?
solute carrier family 20, member 1 (Slc20a1)	NM_015747.1	**+ 1.81**	**0.008**	**+ 1.51**	**NS**	Phosphate transporter
						
**Apoptosis and cell cycle**						
Polo-like kinase 3 (Plk3)	NM_013807.1	**+ 2.39**	**NS**	**+ 3.52**	**0.009**	Regulation of cell cycle
Cyclin-dependent kinase inhibitor 1C (Cdkn1c)	NM_009876.2	**- 2.17**	**NS**	**- 3.45**	**0.005**	Apoptosis
Cyclin-dependent kinase inhibitor 1A (Cdkn1a)	NM_007669.2	**+ 2.28**	**0.047**	**+ 3.04**	**0.019**	Apoptosis
S100 calcium binding protein A8 (calgranulin A) (S100a8)	NM_013650.1	**- 1.04**	**NS**	**+ 2.81**	**0.039**	Cell cycle
DNA-damage-inducible transcript 4-like (Ddit4l)	NM_030143.2	**- 1.04**	**NS**	**- 2.60**	**0.032**	Apoptosis
Cytokine induced apoptosis inhibitor 1 (Ciapin1)	NM_134141.2	**+ 1.21**	**NS**	**+ 2.03**	**0.016**	Cytokine-induced inhibitor of apoptosis
Lectin, galactose binding, soluble 3 (Lgals3)	NM_010705.1	**- 1.29**	**NS**	**+ 1.98**	**0.019**	Possible cell cycle regulator
						
**Cancer and DNA repair**						
Jun-B oncogene (Junb)	NM_008416.1	**+ 5.20**	**0.021**	**+ 1.81**	**NS**	Cell signaling
AXIN1 up-regulated 1 (Axud1)	NM_153287.2	**+ 2.84**	**0.040**	**+ 1.49**	**NS**	Tumor suppressor function?
Growth arrest and DNA-damage-inducible 45 alpha (Gadd45a)	NM_007836.1	**- 1.01**	**NS**	**+ 2.03**	**0.027**	Induced by DNA damage
Excision repair cross-complementing rodent repair deficiency, complementation 5 (Ercc5)	NM_011729	**+ 1.51**	**0.050**	**+ 1.93**	**0.026**	Repair of UV-induced DNA damage
						
**Ubiquitin-proteasome system**						
Ubiquitin G (Ubg)	N/A	**+ 1.30**	**NS**	**+ 2.36**	**0.003**	Ubiquitin-proteasome system
Ubiquitin C (Ubc)	XM_147315.1	**+ 1.30**	**NS**	**+ 2.24**	**0.002**	Ubiquitin-proteasome system
F-box only protein 34 (Fbxo34)	NM_030236.1	**+ 1.17**	**NS**	**+ 2.12**	**0.012**	Ubiquitin-proteasome system
Ubiquitin specific protease 2 (Usp2), transcript variant 2	NM_198091.1	**- 1.24**	**NS**	**+ 2.08**	**0.032**	Ubiquitin-proteasome system
						
**Miscellaneous genes**						
Midnolin (Midn)	NM_021565.1	**+ 2.53**	**NS**	**+ 4.87**	**0.002**	Neurogenesis
Imprinted and ancient (Impact)	NM_008378.1	**+ 2.04**	**NS**	**+ 4.70**	**0.005**	Unknown
Emerin (Emd)	NM_007927.1	**+ 1.82**	**NS**	**+ 4.07**	**0.005**	Nuclear envelope regulation?
Downstream of Stk11 (Dos)	XM_125771	**+ 2.25**	**NS**	**+ 3.83**	**0.010**	Unknown
Phosphodiesterase 4D (Pde4d)	NM_011056.1	**+ 2.06**	**0.010**	**+ 3.78**	**0.014**	Regulation of cAMP levels
Interferon gamma inducible protein 30 (Ifi30)	NM_023065.2	**+ 1.31**	**NS**	**+ 3.23**	**0.019**	Antigen processing
Y box protein 3 (Ybx3)	AK029441	**+ 2.59**	**0.047**	**+ 2.91**	**0.010**	Unknown
DNA segment, Chr 19, Wayne State University 162, expressed (D19Wsu162e)	NM_146099	**+ 1.38**	**NS**	**+ 2.85**	**0.006**	Unknown
Alpha-kinase 2 (Alpk2)	XM_128981	**+ 1.16**	**NS**	**+ 2.82**	**0.005**	Amino acid phosphorylation
Tumor necrosis factor receptor superfamily, member 12a (Tnfrsf12a)	NM_013749.1	**+ 2.11**	**NS**	**+ 2.76**	**0.014**	Unknown
Synaptopodin 2-like (Synpo2I)	NM_175132	**- 1.12**	**NS**	**- 2.70**	**0.005**	May modulate actin shape
Alkaline phosphatase 2 (Akp2)	NM_007431.1	**+ 1.59**	**0.015**	**+ 2.69**	**0.028**	Phosphatase
Syndecan 4 (Sdc4)	NM_011521.1	**+ 1.55**	**NS**	**+ 2.68**	**0.005**	Intracellular signaling receptor
Alpha Tubulin 6 (Tuba6)	XM_147357.1	**+ 1.14**	**NS**	**+ 2.58**	**0.025**	Microtubules formation
Avian musculoaponeurotic fibrosarcoma (v-maf) AS42 oncogene homolog (Maf)	N/A	**+ 1.93**	**0.040**	**+ 2.51**	**0.008**	Unknown
Glutamic pyruvate transaminase (alanine aminotransferase) 2 (Gpt2)	NM_173866.1	**+ 1.13**	**NS**	**+ 2.04**	**0.032**	Amino acid metabolism
Thrombomodulin (Thbd)	NM_009378.1	**+ 1.87**	**0.013**	**+ 2.02**	**NS**	Anticoagulant pathway
CCR4 carbon catabolite repression 4-like (S. cerevisiae) (Ccrn4l)	NM_009834.1	**+ 1.11**	**NS**	**+ 2.01**	**0.041**	Predicted transcription factor
Small chemokine (C-C motif) ligand 11 (Ccl11)	NM_011330.1	**+ 1.26**	**NS**	**+ 1.96**	**0.010**	Cytokine signaling
Mitogen-activated protein kinase kinase kinase 6 (Map3k6)	NM_016693	**+ 1.13**	**NS**	**+ 1.94**	**0.036**	MAPK signaling pathway
Chemokine (C-C motif) ligand 9 (Ccl9)	NM_011338.2	**+ 1.01**	**NS**	**+ 1.91**	**0.018**	Cytokine signaling
Microtubule-associated protein 1 light chain 3 alpha (Map1lc3a)	NM_025735.1	**+ 1.23**	**NS**	**+ 1.90**	**0.016**	Mediates interactions between microtubules and cytoskeleton
MAP kinase-interacting serine/threonine kinase 2 (Mknk2)	NM_021462.2	**+ 1.27**	**NS**	**+ 1.87**	**0.017**	MAPK signaling pathway
Lymphocyte antigen 6 complex, locus A (Ly6a)	NM_010738.2	**- 1.14**	**NS**	**+ 1.87**	**0.018**	Cell adhesion and cell signaling
Ssemaphorin 3F (Sema3f)	NM_011349.2	**+ 1.47**	**NS**	**+ 1.86**	**0.046**	Cell signaling?
Zinc finger protein 46 (Zfp46)	NM_009557.1	**- 1.41**	**NS**	**- 1.86**	**0.005**	Unknown
Optineurin (Optn)	NM_181848.3	**+ 1.20**	**NS**	**+ 1.85**	**0.016**	Possible mediator of apoptosis?
Vasodilator-stimulated phosphoprotein (Vasp)	NM_009499	**+ 1.12**	**NS**	**- 1.85**	**0.027**	Focal adhesion stability

**Table 2:** Significant differentially expressed non-annotated genes in skeletal muscle after acute systemic administration of β_2_-AR agonist

**Gene Name**	**Genebank ID**	**1 HOUR**		**4 HOURS**	
			
		**change**	**p-value**	**change**	**p-value**
RIKEN cDNA 3300001A09	XM_134869.3	**+ 4.68**	**NS**	**+ 5.32**	**0.042**
RIKEN cDNA 1200016E24	XM_489305	**+ 4.90**	**0.016**	**+ 2.32**	**NS**
cDNA sequence BC036718	NM_153136.1	**+ 1.81**	**NS**	**+ 3.96**	**0.004**
RIKEN cDNA C330006P03	N/A	**+ 1.11**	**NS**	**+ 3.78**	**0.006**
RIKEN cDNA B430214A04	NM_146018.1	**+ 1.42**	**NS**	**+ 3.05**	**0.004**
RIKEN cDNA 6430548M08	NM_172286	**+ 1.15**	**NS**	**+ 2.94**	**0.025**
RIKEN cDNA A830030H10	AK080627	**+ 1.96**	**NS**	**+ 2.69**	**0.025**
RIKEN cDNA 4833406M21	N/A	**+ 1.38**	**NS**	**+ 2.66**	**0.004**
RIKEN cDNA 1300002F13	NM_133753.1	**+ 2.54**	**0.013**	**+ 1.11**	**NS**
RIKEN cDNA 9530083O12	N/A	**+ 2.53**	**0.013**	**+ 1.69**	**NS**
RIKEN cDNA 1200015N20	NM_024244.3	**- 1.06**	**NS**	**+ 2.52**	**0.010**
Hypothetical protein 4933408F15	NM_172715.1	**+ 1.24**	**NS**	**+ 2.52**	**0.010**
RIKEN cDNA A730009E18	N/A	**+ 1.34**	**NS**	**+ 2.42**	**0.005**
RIKEN cDNA A430107N12	N/A	**+ 1.04**	**NS**	**+ 2.21**	**0.036**
RIKEN cDNA 5830446M03	NM_133934.2	**+ 1.32**	**NS**	**+ 2.14**	**0.016**
Similar to heart alpha-kinase (LOC381181)	XM_355107.1	**+ 1.08**	**NS**	**+ 2.11**	**0.009**
RIKEN cDNA 2810426P10	XM_148728.1	**+ 1.03**	**NS**	**+ 2.08**	**0.008**
Weakly similar to protein transport protein SEC24A (SEC24-RELATED PROTEIN A)	AK038836	**+ 2.07**	**0.041**	**+ 1.29**	**NS**
RIKEN cDNA 2310040A07	N/A	**+ 1.06**	**NS**	**+ 2.07**	**0.047**
RIKEN cDNA 8030450I18	N/A	**+ 1.33**	**NS**	**+ 2.05**	**0.043**
RIKEN cDNA 3021401C12	N/A	**+ 1.17**	**NS**	**+ 1.98**	**0.015**
RIKEN cDNA 2900078C09	N/A	**+ 1.46**	**NS**	**+ 1.95**	**0.039**
RIKEN cDNA 1110033I14	XM_126635.1	**+ 1.72**	**NS**	**+ 1.95**	**0.044**
cDNA sequence BC023105	NM_145357	**- 1.07**	**NS**	**- 1.92**	**0.039**

### Functional categorization of genes differentially regulated by β_2_-AR activation

Genes presented in table 1 were grouped according to their potential relevant function in skeletal muscle. The potential relevant function is based on the authors' opinion gained from a combination of Illumina Gene Ontology classifications, Ingenuity Pathway Analysis , Online Mendelian Inheritance in Man (OMIM; ), and AceView  searches. The Illumina BeadArray expression analysis revealed significant changes in the expression of genes in several functional categories at 1 and 4 hours following formoterol administration, including genes involved in skeletal muscle hypertrophy/growth, myoblast differentiation, metabolism, circadian rhythm, transcription, histones, oxidative stress, angiogenesis, solute carriers, apoptosis, cell cycle, cancer, DNA repair, and the ubiquitin-proteasome system.

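By limma's calls, transcription and oxidative stress genes of Table 1 were already higher at 1 h (9 of 10 and 3 of 3 identified genes). Metabolism genes were mostly higher at 4 h alone (2 of 14 higher and 1 lower at 1 h, 12 higher and 2 lower at 4 h). Table 1 itself prints all 3 oxidative stress genes as not significant at 1 h, and Cebpb, Maff, Tbx3 and Litaf too. Over both tables, limma called 26 identified genes at 1 h that the paper did not call. Of these oxidative stress genes, Srxn1 (probe scl0076650.1_42-S) at 1 h had a log2 of 0.74 (adjusted p = 0.0140), with an adjusted p of 0.0674 without saline 1 h replicate 1, 0.0587 without saline 1 h replicate 2 and 0.0598 without formoterol 1 h replicate 1 (6.28e-04 to 0.436 over 38 alternatives), and its other 2 probes were not called at 1 h, with an adjusted p of 0.0599 and 0.243. Of the transcription genes, Tbx3 at 1 h had a log2 of 0.37 (adjusted p = 0.0192), with an adjusted p of 0.0833 without formoterol 1 h replicate 1 and 0.0592 without saline 1 h replicate 4 (0.00841 to 0.352 over 38 alternatives). Both identified histone genes were lower at 4 h and neither was called at 1 h, though for neither did the response differ between the times. With slide as a fixed block both were called at 1 h. All 3 identified ubiquitin-proteasome genes were higher at 4 h, none was called at 1 h, and all 3 responses were larger at 4 h. In the metabolism group the response differed between the times for 10 genes, each with the larger change at 4 h, and in the transcription group for 8, of which 4 had the larger change at 4 h. Growth genes were higher in 5 of 6 cases at each time, and solute carriers in 2 of 4 at 1 h and 4 of 4 at 4 h. Of the growth genes, Fgf1 at 1 h had a log2 of 0.35 (adjusted p = 0.0373), with an adjusted p of 0.154 without saline 1 h replicate 1, 0.0730 without saline 1 h replicate 2, 0.120 without formoterol 1 h replicate 1, 0.120 without formoterol 1 h replicate 2, 0.0513 without saline 4 h replicate 1, 0.0519 without formoterol 4 h replicate 3, 0.0793 without saline 1 h replicate 4 and 0.101 without formoterol 1 h replicate 3 (0.0163 to 0.556 over 38 alternatives). Of the 7 apoptosis and cell cycle genes, 2 were higher at 1 h and 5 at 4 h, with 2 lower at 4 h. The groups hold genes the study selected on these mice, so their directions are not independent evidence. Per mouse, Klf2 signal averaged 486 after saline and 1181 after formoterol at 1 h (arbitrary units), and 603 and 645 at 4 h.

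**Figure D1:**
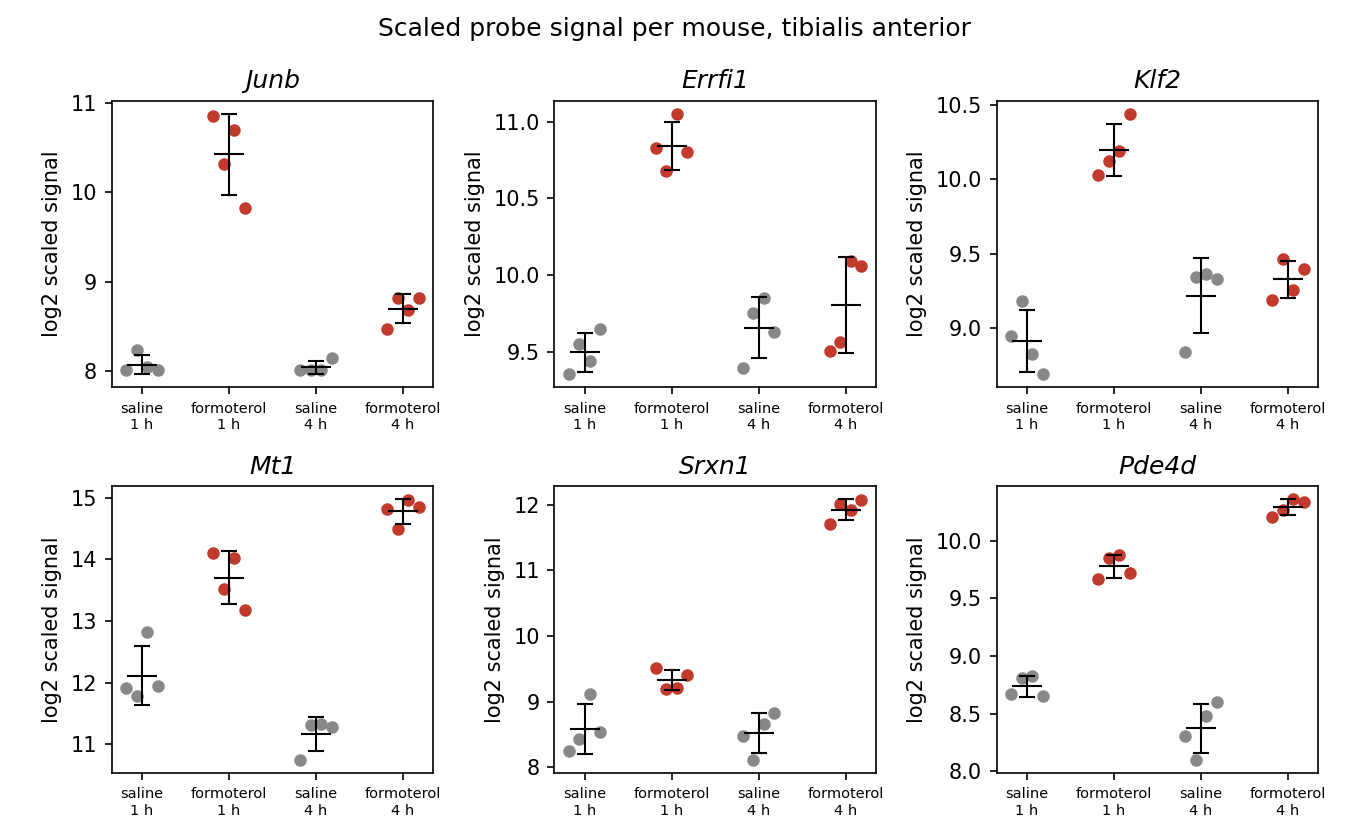
Scaled log2 signal (arbitrary units) of Junb, Errfi1, Klf2, Mt1, Srxn1 and Pde4d in each of the 16 mice, grouped as saline and formoterol at 1 h and at 4 h, with the mean and SD of each group of 4. The formoterol mean lies above saline at 1 h at least 4.87-fold for Junb, whose probe no saline array detected, by a log2 of 1.35 for Errfi1 and 1.28 for Klf2, and at 4 h by 3.61 for Mt1, 3.41 for Srxn1 and 1.92 for Pde4d.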

### Validation of differential gene expression by quantitative RT-PCR

The expression of 16 genes (*Stat3, Idb1, Smad1, Smad3, Hk2, Pdk4, Sorbs1, Pgc1α, Lipin1α, FoxO1, Ucp3, Nfil3, Dbp, Nurr1, Crem, and Cebpb*) that were identified as differentially expressed by Illumina beadarray analysis (Table 1) and associated with the regulation of skeletal muscle mass, circadian rhythm and metabolism were validated and examined in greater detail following acute (1-24 h) and chronic (1-28 days) formoterol administration via quantitative RT-PCR (qRT-PCR; Figures 1, 2, 3, 4 and 5). All qRT-PCR analyses were performed on an independent/different set of formoterol treated mice (n = 5 per timepoint) than the group used in the Illumina BeadArray study. 

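Of the 16 genes measured by qRT-PCR, 5 are named by their probe IDs on the array, with Cebpb, Foxo1, Nr4a2 (Nurr1) and Stat3 among them. Nr4a2, an orphan nuclear receptor, rose at 1 h (log2 1.46, SE 0.12, adjusted p = 6.18e-07; at least 2.51-fold) and at 4 h (log2 0.75, adjusted p = 2.67e-04; at least 1.60-fold), bounds given because no saline array detected either of its 2 probes. Its second probe rose less (log2 0.80, adjusted p = 2.69e-04, at least 1.60-fold at 1 h; log2 0.40, adjusted p = 0.0231, at least 1.23-fold at 4 h), and the adjusted p of Nr4a2 (probe scl018227.1_24-S) at 4 h was 0.0514 without saline 4 h replicate 1, 0.0796 without formoterol 4 h replicate 2 and 0.0834 without formoterol 4 h replicate 3 (5.52e-06 to 0.501 over 37 alternatives). In this list 2 of 5 genes were higher at 1 h and 4 of 5 at 4 h, with none lower. The 16 genes were picked after the array result, so their array values are not independent evidence. The qRT-PCR on other mice was not analysed here.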

All 16 gene analyzed by qRT-PCR on independent animals closely mirrored the Illumina changes at both timepoints, highlighting the robust nature of the Illumina platform.

**Figure 1:**
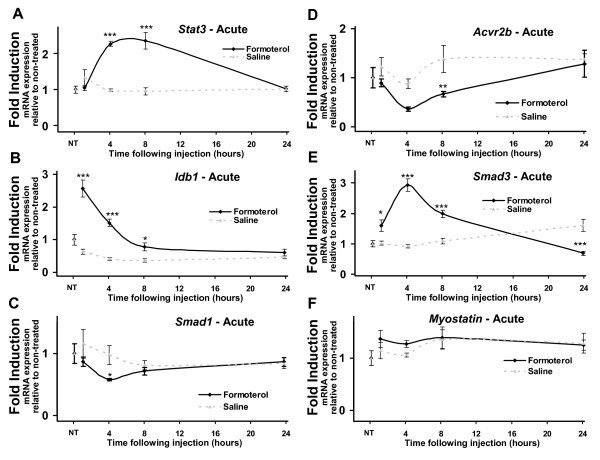
**Acute systemic administration of formoterol alters the expression of genes associated with muscle growth and differentiation at multiple timepoints**. Quantitative RT-PCR was used to assay the expression of ***A***. *Stat3*, ***B***. *Idb1*, ***C***. *Smad1*, ***D***. *Acvr2b*, ***E***. *Smad3*, and ***F***.*Myostatin *mRNAs in tibialis anterior over acute timepoints. Muscles were removed at 1, 4, 8 and 24 hours following a single intraperitoneal injection of formoterol or saline vehicle (NT = no treatment). Results were normalized against 36B4 at each timepoint. Statistical significance was assessed using a one-way ANOVA with Bonferroni's post-test where p < 0.05 (*), p < 0.01 (**) and p < 0.001 (***). Unmarked data points are non-significant.

**Figure 2:**
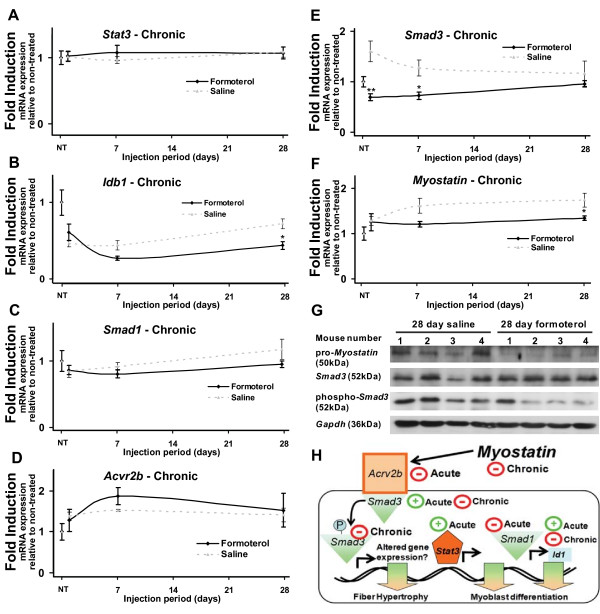
**Chronic systemic administration of formoterol alters the expression of genes associated with skeletal muscle hypertrophy and myogenesis at multiple timepoints**. Quantitative RT-PCR was used to assay the expression of ***A***. *Stat3*, ***B***. *Idb1*, ***C***. *Smad1*, ***D***. *Acvr2b*, ***E***. *Smad3*, and ***F***.*Myostatin *mRNAs in tibialis anterior over chronic timepoints. Muscles were removed at 1, 7 and 28 days following daily intraperitoneal injection of formoterol or saline vehicle (NT = no treatment). Results were normalized against 36B4 at each timepoint. Data are expressed as mean ± SEM (n = 5). Statistical significance was assessed using a one-way ANOVA with Bonferroni's post-test where p < 0.05 (*), p < 0.01 (**) and p < 0.001 (***). Unmarked data points are non-significant. ***G***. Protein levels of *Myostatin *precursor (pro-*Myostatin*), *Smad3*, phosphorylated *Smad3*, and *Gapdh *were visualized by Western blotting performed on tibialis anterior muscle following 28 days of formoterol/saline administration in four animals for each treatment. ***H***. Diagrammatic representation of acute and chronic gene expression changes related to skeletal muscle hypertrophy and myogenesis in response to formoterol.

**Figure 3:**
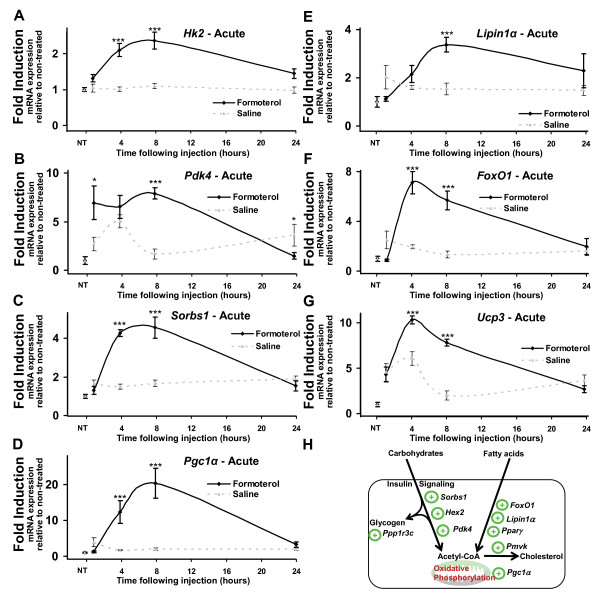
**Acute systemic administration of formoterol alters the expression of genes associated with metabolism**. Quantitative RT-PCR was used to assay the expression of ***A***. *Hk2*, ***B***. *Pdk4*, ***C***. *Sorbs1*, ***D***. *Pgc1α*, ***E***.*Lipin1α*, ***F***. *FoxO1, and ****G***.*Ucp3 *mRNAs in tibialis anterior over acute timepoints. Muscles were removed at 1, 4, 8 and 24 hours following a single intraperitoneal injection of formoterol or saline vehicle (NT = no treatment). Results were normalized against 36B4 at each timepoint. Statistical significance was assessed using a one-way ANOVA with Bonferroni's post-test where p < 0.05 (*), p < 0.01 (**) and p < 0.001 (***). Unmarked data points are non-significant. ***G***. Diagrammatic representation of acute gene expression changes related to metabolic in skeletal muscle in response to formoterol.

**Figure 4:**
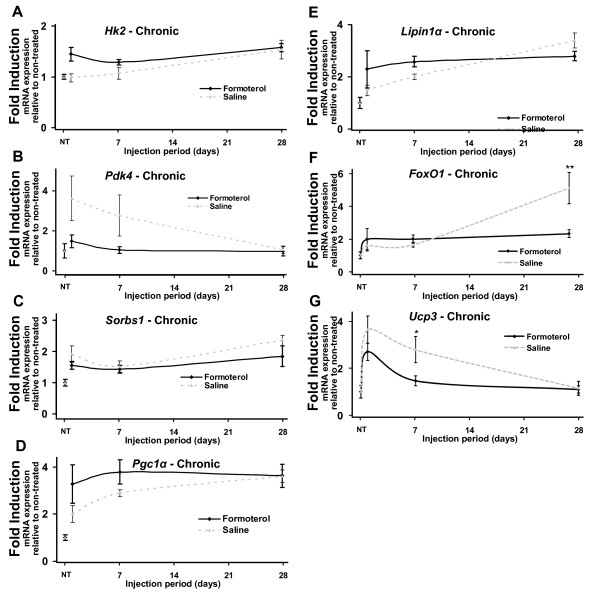
**Chronic systemic administration of formoterol alters the expression of genes associated with metabolism**. Quantitative RT-PCR was used to assay the expression of ***A***. *Hk2*, ***B***. *Pdk4*, ***C***.* Sorbs1*, ***D***. *Pgc1α*, ***E***. *Lipin1α*, ***F***. *FoxO1*, *and ****G***.*Ucp3 *mRNAs in tibialis anterior over chronic timepoints. Muscles were removed at 1, 7 and 28 days following daily intraperitoneal injection of formoterol or saline vehicle (NT = no treatment). Results were normalized against 36B4 at each timepoint. Statistical significance was assessed using a one-way ANOVA with Bonferroni's post-test where p < 0.05 (*), p < 0.01 (**) and p < 0.001 (***). Unmarked data points are non-significant.

**Figure 5:**
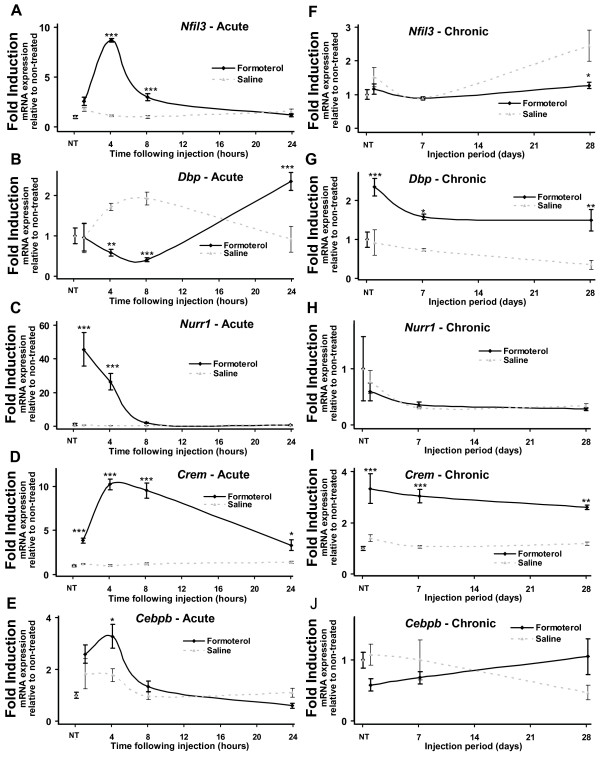
**Acute and chronic systemic administration of formoterol alters the expression of genes associated with circadian rhythm and transcriptional regulation**. Quantitative RT-PCR was used to assay the expression of ***A***. *Nfil3*, ***B***. *Dbp*, ***C***. *Nurr1*, ***D***. *Creb*, and ***E***.*Cebpb *mRNAs in tibialis anterior over acute timepoints. Muscles were removed at 1, 4, 8 and 24 hours following a single intraperitoneal injection of formoterol or saline vehicle (NT = no treatment). For chronic timepoints, the expression of ***F***. *Nfil3*, ***G***. *Dbp*, ***H***. *Nurr1*, ***I***. *Creb*, and ***J***.*Cebpb *mRNAs were measured in tibialis anterior removed at 1, 7 and 28 days following daily intraperitoneal injection of formoterol or saline vehicle (NT = no treatment). All results were normalized against 36B4 at each timepoint. Data are expressed as mean ± SEM (n = 5). Statistical significance was assessed using a one-way ANOVA with Bonferroni's post-test where p < 0.05 (*), p < 0.01 (**) and p < 0.001 (***). Unmarked data points are non-significant.

### Formoterol administration alters the expression of genes associated with skeletal muscle hypertrophy and differentiation: attenuation of myostatin signaling

Several differentially expressed genes associated with the regulation of muscle differentiation and mass (identified from the Illumina BeadArray) were examined over an acute and chronic time course of formoterol administration using qRT-PCR. In addition we also examined the expression of myostatin and the myostatin receptor, activin receptor IIB (*Acvr2b*) that are critical modulators of muscle mass. We examined these genes using qRT-PCR as *Acvr2b *was down-regulated at 4 hour in the Illumina BeadArray, however it did not pass statistical analysis (data not shown). Tibialis anterior muscle was isolated from groups (n = 5) of male mice, treated with either the specific β_2_-AR agonist treatment or saline (vehicle control) and assayed at 0, 1, 4, 8 and 24 h post treatment. Significant changes in expression at one or more timepoints were observed in the mRNAs encoding signal transducer and activator of transcription 3 (*Stat3*; Figure 1A), inhibitor of DNA binding 1 (*Idb1*; Figure 1B), small mothers against decapentaplegic homolog 1 (*Smad1*; Figure 1C), *Acvr2b *(Figure 1D), and small mothers against decapentaplegic homolog 3 (*Smad3*; Figure 1E). We did not observe any significant changes in myostatin expression, after acute β_2_-AR agonist treatment (Figure 1F)

To examine chronic changes induced by formoterol administration, qRT-PCR was used to examine expression of genes from chronically treated mice (after 1, 7 and 28 days of agonist treatment). Similar to acute timepoints, tibialis anterior was isolated from groups (n = 5) of male mice, treated daily with either the specific β_2_-AR agonist formoterol or saline (vehicle control) and assayed at 0, 1, 7 and 28 days of treatment. Chronic formoterol administration was associated with a significant attenuation in the expression of the mRNAs encoding *Idb1 *(Figure 2B), *Smad3 *(Figure 2E) and myostatin (Figure 2F) after 7 or 28 days. No significant changes were observed following chronic formoterol administration in the expression *of the mRNAs encoding Stat3 *(Figure 2A), *Smad1 *(Figure 2C), and *Acvr2b *(Figure 2D), despite significant repression following acute formoterol administration.

To examine the effect of chronic β_2_-AR agonist treatment on critical regulators of the myostatin signaling pathway we examined the levels of the Myostatin precursor (pro-Myostatin), *Smad3*, phosphorylated *Smad3 *relative to *Gapdh*. We assayed levels by Western blotting analysis of tibialis anterior muscle (contralateral to muscle used for qRT-PCR analysis) following 28 days of formoterol/saline administration in four animals for each treatment (Figure 2G). Consistent with the qRT-PCR data, at the protein level, pro-Myostatin appears subtley (but consistently) suppressed following 28 days of formoterol administration. In concordance, the levels of *Smad3 *phosphorylation following the chronic formoterol administration are also reduced (in 3 out of 4 mice), while total *Smad3 *appears unchanged.

In summary, β_2_-adrenergic stimulation mediates changes in the expression of several genes associated with myostatin signaling, and the regulation of muscle mass (Figure 2H).

### Formoterol administration alters the expression of genes associated with metabolism and circadian rhythm

Many genes that regulate and/or are directly involved in metabolism are regulated in a circadian manner. The Illumina BeadArray study identified differential expression of several genes involved in these pathways. Consequently, we utilized qRT-PCR to validate the differential expression of these genes after acute or chronic administration of fomoterol (vs vehicle) in tibialis anterior as detailed above. 

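Plin4, which coats lipid droplets, rose at 4 h (log2 1.02, SE 0.14, adjusted p = 4.73e-05), as did Angptl4, an inhibitor of lipoprotein lipase (log2 1.32, SE 0.24, adjusted p = 7.54e-04), while the coactivator gene Ppargc1b fell (log2 -0.65, SE 0.11, adjusted p = 2.74e-04). Across the list of fatty acid handling genes fixed beforehand, 4 of 11 were higher and 1 lower at 4 h, 6 were not called, and adjusted over the list alone 6 were higher and 1 lower. Of these, Lpl at 4 h had a log2 of 0.39 (adjusted p = 0.0225), with an adjusted p of 0.0805 without formoterol 4 h replicate 4, 0.0646 without saline 4 h replicate 1 and 0.0770 without saline 4 h replicate 2 (0.00316 to 0.303 over 37 alternatives). As a list fatty acid handling was not called (limma's camera adjusted p = 0.152 over 29 lists). None of the 41 measured oxidative phosphorylation genes was called at 4 h, with a median log2 of 0.04 (camera adjusted p = 0.861). Of 49 glucose and glycogen genes in the list, 15 were measured. None of these 15 was higher at 4 h and 1, Eno1, was lower, 0 adjusted over the list alone (camera adjusted p = 0.861). Hk2, Pdk4 and Ppp1r3c, which rose at 4 h, have table probes only and entered no list. Eno1 at 4 h had a log2 of -0.26 (adjusted p = 0.0350), with an adjusted p of 0.0560 without saline 4 h replicate 4, 0.0810 without saline 4 h replicate 1, 0.0697 without saline 4 h replicate 3, 0.0640 without formoterol 4 h replicate 1, 0.0731 without formoterol 4 h replicate 2 and 0.118 without formoterol 4 h replicate 3 (0.00400 to 0.223 over 37 alternatives). Pfkm, the muscle phosphofructokinase, rose at 4 h on 1 of its 2 probes (log2 0.54, SE 0.10, adjusted p = 0.00124). Acaca, acetyl-CoA carboxylase, rose (log2 0.47, SE 0.08, adjusted p = 5.72e-04) and Scd2, a fatty acid desaturase, fell (log2 -0.50, SE 0.10, adjusted p = 0.00249) at 4 h. In their list of 9 lipid synthesis genes 1 was higher and 2 lower at 4 h, and the list was not called (camera adjusted p = 0.611).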

Significant expression changes at one or more timepoints were observed in several genes involved in metabolism, including, hexokinase 2 (*Hk2*; Figure 3A), pyruvate dehydrogenase kinase 4 (*Pdk4*; Figure 3B), sorbin and SH3 domain containing 1 (*Sorbs1*; Figure 3C), PPARγ coactivator 1 alpha (*Pgc1α*; Figure 3D), *Lipin1α *(Figure 3E); forkhead box O1 (*FoxO1*; Figure 3F), and uncoupling protein 3 (*Ucp3*; Figure 3G). In the context of crosstalk between β-AR signaling and *Nor-1 *(NR4A3) signaling in skeletal muscle, we have previously identified and examined the induction of *Pdk4*, *Pgc1α, FoxO1*, and *Lipin1α *over following acute β-AR activation [28,36].

Chronic formoterol administration significantly altered the expression of *FoxO1 *(Figure 4F) and *Ucp3 *(Figure 4G) at 7 and 28 days respectively, while *Hk2 *(Figure 4A), *Pdk4 *(Figure 4B), *Sorbs1 *(Figure 4C), *Pgc1α *(Figure 4D), and *Lipin1α *(Figure 4E) were not significantly altered.

The expression of two peripheral tissue regulators of circadian rhythm, albumin D-box binding protein (*Dbp*), and nuclear factor interleukin 3 regulated (*Nfil3*) were significantly dysregulated by both acute and chronic formoterol administration (Figures 5A, B, F and 5G).

In summary, formoterol administration mediated the significant modulates of several metabolic genes (for example *Pgc1α*, *Lipin1α*, *Pdk4*, *FoxO1*, *Hk2*, *Ucp3*, *Sorbs1 *etc) associated with the transient induction of oxidative metabolism, particularly following acute stimulation of β-AR's. Interestingly, the expression of these genes was normalized 24 h post treatment, and remained at control levels throughout the 28 days of formoterol administration. In addition, acute and chronic β_2_-AR agonist treatment significantly regulates the expression of two critical regulators of circadian cycling.

### Altered transcriptional regulation following formoterol administration

We have previously demonstrated that β-AR agonists markedly increased the expression of the NR4A subgroup (*Nur77*, *Nurr1 *and *Nor-1*) of nuclear receptor transcription factors in skeletal muscle [27-29]. From the Illumina BeadArray, ten transcription factors (not placed in other categories) were induced by formoterol 1 and 4 h post-administration (Table 1). 

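Junb, an AP-1 component, rose at 1 h (log2 2.35, SE 0.15, adjusted p = 3.60e-08, at least 4.87-fold), and so did its partner Fosl2 (log2 1.59, SE 0.09, adjusted p = 1.04e-08) and the Kruppel-like factors Klf4 (log2 1.99, SE 0.15, adjusted p = 1.71e-07) and Klf2 (log2 1.28, SE 0.12, adjusted p = 3.76e-06). At 4 h Klf2 was no longer called (log2 0.11, adjusted p = 0.578), and Junb (at least 1.5-fold), Fosl2 and Klf4 stood at log2 0.65, 0.75 and 1.15 (adjusted p = 0.00652, 1.46e-05 and 2.72e-05). A second probe of Klf4 rose by less (log2 0.85 at 1 h and 0.46 at 4 h, adjusted p = 1.21e-05 and 0.00183), at least 1.68-fold and 1.28-fold. Cebpb went the other way, with log2 0.77 at 1 h (adjusted p = 0.0135) and a larger rise at 4 h (log2 1.77, SE 0.17, adjusted p = 5.55e-07; difference between times adjusted p = 0.0212). Without formoterol 1 h replicate 1 or 2 the adjusted p of Cebpb at 1 h was 0.0583 and 0.0561 (0.00178 to 0.373 over 38 alternatives). Of 7 measured immediate-early genes, 5 were higher at 1 h, none lower and 2 not called, with 6 higher adjusted over the list alone. For this list limma's camera adjusted p was 7.33e-24 at 1 h, and 5.87e-04 with an estimated correlation. At 4 h 5 of the 7 were higher (camera adjusted p = 9.17e-04, adjusted p = 0.163 with an estimated correlation). The response of 5 was smaller than at 1 h (camera adjusted p = 2.15e-09, adjusted p = 0.0356 with an estimated correlation). Of 5 known targets of the cAMP-responsive factor CREB, Cebpb, Junb, Nr4a2 and Pde4d were higher at 1 h and at 4 h and Cited2 was not called (camera adjusted p = 1.46e-12 and 2.78e-04, or 8.09e-04 and 0.0788 with an estimated correlation). Pde4d, a cAMP phosphodiesterase, rose from log2 1.04 at 1 h (adjusted p = 1.36e-06) to 1.92 at 4 h (adjusted p = 1.80e-10). Every called member of these lists at 1 h is also printed in Table 1, which was read before the lists were fixed.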

At one or more timepoints, acute administration of formoterol significantly induced nuclear receptor related 1 protein (*Nurr1*; Figure 5C), cAMP responsive element modulator (*Crem*; Figure 5D), and CCAAT/enhancer binding protein β (*Cebpb*; Figure 5E). In contrast, *Crem *was the only transcription factor to remain elevated throughout the 28 day formoterol administration period (Figure 5I compared to Figures 5H and 5J).

## Discussion

A variety of studies have demonstrated that acute (and chronic) β-AR stimulation in skeletal muscle induces hypertrophy, and modulates oxidative metabolism, mitochondrial parameters, energy expenditure, lipolysis [1,16-20], glucose transport [37], and glucose oxidation [20].

To examine gene expression associated with these effects, we utilized Illumina BeadArray gene expression profiling to examine global gene expression in skeletal muscle in response to acute systemic administration (1 and 4 hours) of a specific β_2_-AR agonist (formoterol). In this study we have revealed that β_2_-AR agonist treatment altered the expression of several genes associated with myostatin signaling, a previously unreported effect of β-AR signaling in skeletal muscle. This is also the first study to demonstrate a β_2_-AR agonist regulation of circadian rhythm genes, indicating crosstalk between β-AR signaling and circadian cycling in skeletal muscle

### Skeletal muscle hypertrophy and myoblast differentiation

Previous studies have demonstrated that systemic administration of β_2_-AR agonists induces hypertrophy in both skeletal and cardiac muscle [1-3,38]. Furthermore, β_2_-AR agonists have been found to prevent or reverse the muscle wasting and weakness associated with numerous conditions [for review see Ryall & Lynch, 2008 [15]]. However, the cellular and molecular mechanisms underlying these changes have yet to be fully elucidated. The scientific literature is not consistent on whether β-AR agonists increase myofibrilar protein mass during hypertrophy by increased protein biosynthesis, decreased proteolysis, or both.

Reeds et al. [4] suggested that β-AR agonists do not increase global protein biosynthesis, however recent reports suggested that β-AR agonists increase the expression of several contractile proteins [30,39,40], myogenin [41], and initiators of protein translation [30]. In addition to effects on protein synthesis a number of studies have attributed increased myofibrilar protein content to an inhibition of myofibrilar proteolysis [4,8,42], possibly via inhibition of ubiquitin-proteasome mediated degradation [8,10,11], Ca^2+^-dependent proteolysis [12] or calpain-mediated proteolysis [6,13,14].

At the molecular level, the gene ankyrin repeat and SOCS box protein *Asb15*, known to promote protein synthesis and myoblast differentiation, has been found to be induced by β-AR stimulation [43-46]. Similarly, both *Igf1 *and *Igf2 *mRNA expression has been observed to increase following chronic systemic administration of β-AR agonists, suggesting the involvement of these growth factors in hypertrophy [40,47]. 

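Igf1, the growth factor gene, was not called at either time (log2 0.00, SE 0.12, adjusted p = 0.996 at 1 h; log2 -0.04, SE 0.12, adjusted p = 0.833 at 4 h). Its binding protein gene Igfbp5 fell at 4 h on both of its probes (log2 -0.91 and -0.76, adjusted p = 4.34e-04 and 0.00186). Of 10 measured genes of IGF, Akt and mTOR signalling, Foxo1 was higher at 4 h, Igfbp4 and Igfbp5 were lower, and 7 were not called (limma's camera adjusted p = 0.763). Igfbp4 at 4 h stood at log2 -0.35 (adjusted p = 0.0219), with an adjusted p of 0.0659, 0.0584 and 0.0846 without saline 4 h replicate 1, saline 4 h replicate 2 or formoterol 4 h replicate 3 (0.00152 to 0.329 over 37 alternatives). Asb15 and Igf2 have no kept probe named by its ID and gave no value here.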

Interestingly, in the current study no significant acute changes were observed in *Asb15 *or *Igf1 *(data not shown), however *Igf2 *expression was down-regulated (non-significantly; data not shown) after four hours, a result that is not consistent with these previous studies [40,47].

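Fbxo34, an F-box gene of the ubiquitin system, rose at 4 h (log2 1.08, SE 0.09, adjusted p = 1.49e-07). In the list of 13 ubiquitin and muscle atrophy genes, 6 were higher and 1 lower at 4 h and 6 not called, with 6 and 2 adjusted over the list alone (limma's camera adjusted p = 0.0916). No proteasome subunit of 17 was called at 4 h (camera adjusted p = 0.861). Of 21 genes in the list of translation initiation and its control 3 were higher at 4 h and none lower (camera adjusted p = 0.861), among them Eif6, which acts in assembly of the large ribosomal subunit (log2 0.32, SE 0.06, adjusted p = 0.00227), and Eif5 (log2 0.39, SE 0.10, adjusted p = 0.0112). The third, Eif4e2 at 4 h, had a log2 of 0.25 (adjusted p = 0.0297), with an adjusted p of 0.0791 without formoterol 4 h replicate 4, 0.0862 without saline 4 h replicate 1, 0.0588 without saline 4 h replicate 2, 0.0728 without formoterol 4 h replicate 1 and 0.0561 without formoterol 4 h replicate 3 (0.00379 to 0.149 over 37 alternatives). At 1 h none of the 21 was higher and 1 lower (camera adjusted p = 0.311): Eif4ebp1 at 1 h had a log2 of -0.41 (adjusted p = 0.0347), with an adjusted p of 0.116 without saline 1 h replicate 1, 0.102 without saline 1 h replicate 2, 0.117 without formoterol 1 h replicate 2, 0.0993 without saline 1 h replicate 4 and 0.112 without formoterol 1 h replicate 4 (0.0108 to 0.454 over 38 alternatives). The translation list was not split into genes that promote and genes that restrain initiation. The directions of its members therefore do not tell whether initiation rose or fell. None of 6 contractile protein genes was called at 4 h (camera adjusted p = 0.488) or at 1 h (camera adjusted p = 0.131). At 1 h 2 of them were lower adjusted over the list alone. Capn2 and Capn3 were the only calpain genes measured and neither was called, and of the myogenic regulators only Mef2c was measured (median log2 0.01 for the calpains, log2 -0.18 for Mef2c at 4 h), too few for a test. Sqstm1, the autophagy receptor p62, rose at 4 h (log2 0.63, SE 0.10, adjusted p = 2.43e-04) as the one member called of 8 autophagy genes (camera adjusted p = 0.861).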

We have also included a more detailed table (Table 3), which compares the Illumina BeadArray information in this study to previously published hypotheses on β-AR agonist-induced hypertrophy.

**Table 3:** Summary of previous reports describing the known molecular effects of β-AR agonist-induced hypertrophy in skeletal muscle

**β-AR agonist-induced hypertrophy hypothesis**	**Reference(s)**	**Comparison to our study**
Increased expression of skeletal muscle contractile proteins	[30,39,40]	No significant changes were observed in contractile proteins at 1 and 4 hours in our Illumina array data. In the previous referenced studies, contractile proteins were only examined following chronic β-AR agonist administration. Increased myosin heavy chain was observed at protein level [39], and may not be present at mRNA level.
		
Increased mRNA expression of myogenin, a key developmental regulator of functional skeletal muscle	[30]	No significant changes were observed in myogenin at 1 and 4 hours in our Illumina array data. In Spurlock et al. [30], increased myogenin mRNA expression was only observed at 24 hours following β-AR agonist administration. Our earlier timepoints may miss this change.
		
Increased expression of initiators of protein translation	[30]	Our Illumina array data showed no significant changes in any genes that are known initiators of protein translation. In Spurlock et al. [30], increased expression of mRNA encoding initiators of protein translation were observed mainly at 24 hours following β-AR agonist administration. Our earlier timepoints may miss these changes.
		
Decreased myofibrilar proteolysis via inhibition of the ATP-ubiquitin-dependent proteolytic system	[8,10,11]	We observed the induction of four genes associated with ubiquitin-proteolytic system (Ubg, Ubc, Fbxo34 and Usp2). This is in contrast to the referenced studies that demonstrated inhibition of the ATP-ubiquitin-dependent proteolytic system via chronic β-AR agonist administration on skeletal muscle. The induction we observed may represent a mechanism whereby acute β-AR signaling induces proteolysis for myofibril repair following exercise (which is known to induce β-AR signaling [75]).
		
Decreased myofibrilar proteolysis via Ca^2+^-dependent or calpain-mediated proteolysis	[12]	Our Illumina array data showed no significant changes in any genes associated with calpain-mediated or other Ca^2+^-dependent proteolytic genes.
		
Decreased expression of SOCS box protein *Asb15, which is a negative regulator *of protein synthesis and myoblast differentiation	[43-46]	We did not observe repression (or induction) of *Asb15 *mRNA in the Illumina array data at either timepoint. In the referenced studies, *Asb15 is repressed at 12-24 hours*. Our earlier timepoints may miss this expression change, however there is the potential for a transcription factor listed in our study to repress *Asb15*.
		
Induction of *Igf1 *mRNA expression	[30]	We did not observe any induction of *Igf1 *in the Illumina array data at either timepoint. In Spurlock et al. [30], increased expression of Igf1 was observed mainly at 24 hours post β-AR agonist administration.
		
Induction of *Igf2 *mRNA expression	[40,47]	*Igf2 *was repressed 2.61 fold, however this was removed due to multiple testing correction. Although this result is not consistent with the referenced previous studies, *Igf2 *mRNA in these previous studies was only examined after chronic β-AR agonist administration.

In our study, Illumina BeadArray expression profiling analysis revealed several gene expression changes associated with the regulation of skeletal muscle mass and myoblast differentiation. 

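Acvr1 (log2 -0.49, SE 0.07, adjusted p = 9.80e-05) and Bmpr1a (log2 -0.54, SE 0.10, adjusted p = 6.73e-04), which code for receptors of bone morphogenetic proteins, fell at 4 h. Id3, a target of the pathway that blocks myogenic factors, rose (log2 0.40, SE 0.10, adjusted p = 0.0103). Of 44 genes in the list of myostatin, TGF-beta and BMP signalling, 8 were measured with an ID name. Among these 8, Acvr1, Bmpr1a and Id3 were the only calls, 1 higher and 2 lower with 5 not called. As a list they were not called (limma's camera adjusted p = 0.488). Smad3, Tgif1 and Id1, which rose at 4 h, have table probes only and entered no list. The list test therefore says little about the pathway as a whole. At 1 h none of the 8 was called (Acvr1 log2 0.16, Bmpr1a log2 0.10, Id3 log2 0.22), and the responses of Acvr1 and Bmpr1a differed between the times (adjusted p = 9.19e-04 and 0.0103). Chrna1, a subunit of the acetylcholine receptor at the nerve contact, fell at 4 h (log2 -0.53, SE 0.11, adjusted p = 0.00350). The table probes of Tgif1, a corepressor of Smad proteins, and Fgf1 rose at 4 h (log2 0.99, adjusted p = 6.70e-06 and log2 0.94, adjusted p = 4.69e-07).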

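Stat3, which carries cytokine signals to the nucleus, rose at 4 h on both of its probes (log2 0.92, SE 0.11, adjusted p = 1.20e-05; log2 0.82, SE 0.09, adjusted p = 4.51e-06) and was not called at 1 h (log2 0.13, adjusted p = 0.677; log2 0.01, adjusted p = 0.988). The response of both probes was larger at 4 h than at 1 h (differences log2 0.78 and 0.81, limma adjusted p = 0.00676 and 0.00108). Smad3, which relays TGF-beta and myostatin signals, rose at 1 h (log2 0.57, SE 0.10, adjusted p = 0.00156) and at 4 h (log2 1.14, SE 0.10, adjusted p = 1.48e-07) on its table probe, a reading of the study's own values. At 4 h the formoterol mice did not overlap the saline mice for either gene. Acvr2b, the activin receptor, has no kept probe named by its ID and gave no value here.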

From the array (and qRT-PCR), we observed alterations in *Stat3*, and *Smad3, Acvr2b *three genes directly associated with the regulation of muscle hypertrophy. Both *Acvr2b *(a key myostatin receptor) and *Smad3 *are downstream mediators of myostatin, a well-characterized negative regulator of muscle mass. With qRT-PCR, we also observed a subtle, but significant attenuation of the mRNAs encoding myostatin in response to chronic β_2_-AR agonist treatment, however this was not detected by the acute Illumina analysis. This is concordant with the chronic effects of formoterol administration on skeletal muscle, and could provide a partial mechanistic basis for hypertrophy.

While muscle growth from β-AR agonists is associated with hypertrophy, enhancement of myogenesis could lead to proliferation, differentiation, and/or recruitment of satellite cells into muscle fibers to promote muscle growth. 

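Foxo1, a transcription factor that slows muscle growth, rose at 4 h (log2 0.92, SE 0.11, adjusted p = 1.45e-05, at least 1.78-fold because saline arrays did not detect it) and not at 1 h (log2 -0.03, adjusted p = 0.963). The response differed between the times (log2 0.94, limma adjusted p = 0.00169). Id1 (printed as Idb1), an inhibitor of myogenic factors, rose at 1 h (log2 0.84, SE 0.12, adjusted p = 2.58e-04) and 4 h (log2 0.94, SE 0.12, adjusted p = 1.87e-05) on its table probe. For Itgb1bp3 and Smad1 no probe has the printed values and no kept probe is named by its ID, so their changes were not re-derived.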

We observed significant changes in *Itgb1bp3, Smad1, Smad3, FoxO1 *(listed under metabolism in Table 1) and, *Idb1*, genes believed to play an important role in regulating myogenesis. We observed significant changes in *Smad1 *expression, and while closely related to *Smad3*, *Smad1 *has not been associated with skeletal muscle hypertrophy, however it may have a role in the regulation of myogenesis [48]. A complex of *Smad1 *and *4 *has been shown to transactivate *Id1 *[49], another myogenic gene altered by formoterol administration. Interestingly, we observed a significant repression of *FoxO1*, a negative regulator of myogenesis, following 28 days of formoterol administration [50-52], thus suggesting β_2_-AR agonist enhance myogenesis in the context of chronic treatment. Furthermore, myostatin may also be a transcriptionaly regulated by *FoxO1 *[53], possibly suggesting coordinate regulation of hypertrophy and myogenesis via multiple mechanisms including *Fox01*/myostatin signaling. Moreover, we have performed Western (immunoblot) analysis on the tibialis anterior muscle from 28 day vehicle (saline) and β_2_-AR agonist treatment (formoterol) treated mice (n = 4 mice per treatment). This demonstrated that formoterol treatment suppressed expression of pro-Myostatin, and the levels of phospho-*Smad3*. These observations are in concordance with the attenuation of the myostatin signaling pathway and therefore the hypertrophic phenotype [54,55].

In summary, formoterol administration induced significant changes in genes associated with skeletal muscle hypertrophy and myogenesis. A broad overview of these expression changes are provided in Figure 2H, notably highlighting possible crosstalk between β-AR signaling and myostatin/*Smad3 *signaling pathway.

### Metabolism

Many previous studies have implicated β-AR signaling in the control of metabolism. Mice lacking all three β-AR are unable to effectively regulate energy expenditure and thus develop obesity on a high-fat diet [25]. In terms of skeletal muscle, β-AR agonist administration has been found to modulate oxidative metabolism, energy expenditure, lipolysis [1,16-20], glucose transport [22] glucose oxidation [20] and mitochondrial morphology [56]. In the current study we found that formoterol administration significantly induced the expression of 14 genes associated with metabolism and mitochondrial function greater than 1.85 fold (Table 1). These consisted of genes involved in lipid regulation and metabolism, including *Lipin1α*, *FoxO1*, scavenger receptor class B member 1 (*Scarb1*), phosphomevalonate kinase (*Pmvk*), plasma membrane associated protein (*S3-12*), peroxisome proliferator-activated receptor γ (*Pparγ*), and *Ucp3*. 

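The 14 metabolism genes of Table 1 all have exactly 1 probe with the printed values, and at 4 h 12 of them were higher and 2 lower, with no overlap between the 4 formoterol and 4 saline mice for any of the 14. The 2 lower ones are Kif1b, a kinesin that moves mitochondria, on its table probe (log2 -1.19, SE 0.21, adjusted p = 6.55e-04), and Scarb1, the HDL receptor (log2 -0.93, SE 0.11, adjusted p = 6.85e-06); Table 1 prints both as lower. Among the 12 higher is Atp6v1b2, a subunit of the lysosomal proton pump (log2 1.02, SE 0.10, adjusted p = 1.43e-06, table probe). A second probe, which its ID assigns to Kif1b, was lower by less (log2 -0.32, limma adjusted p = 0.0141). At 1 h 2 of the 14 were higher, 1 was lower and 11 were not called. The group was chosen on these arrays and is not independent evidence of a direction.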

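Lpin1, a phosphatidate phosphatase that also acts on transcription, rose at 4 h (log2 1.02, SE 0.11, adjusted p = 3.62e-06), as did Pmvk, an enzyme of isoprenoid synthesis (log2 0.85, SE 0.08, adjusted p = 5.55e-07, at least 1.69-fold), and Ucp3, a mitochondrial uncoupling protein (log2 1.24, SE 0.16, adjusted p = 2.34e-05), all table probes. None of these 3 was called at 1 h (log2 0.22, 0.21 and 0.50, limma adjusted p = 0.402, 0.211 and 0.118), and the difference between times was called for Lpin1 and Pmvk (adjusted p = 0.00568 and 0.00255). Scarb1 fell at 1 h (log2 -0.48, adjusted p = 0.0160), and without saline 1 h replicate 1, saline 1 h replicate 2 or formoterol 1 h replicate 1 the adjusted p of Scarb1 at 1 h was 0.0738, 0.0737 and 0.0544 (0.00112 to 0.478 over 38 alternatives). Where the text writes Pparγ, Table 1 prints Pparδ: the table probe of Ppard, a receptor for fatty acids, rose at 4 h (log2 0.90, SE 0.09, adjusted p = 6.51e-07) and not at 1 h (log2 0.08, adjusted p = 0.781; difference adjusted p = 6.18e-04).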

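The table probe of Ppargc1a (Pgc-1α) rose at 4 h (log2 2.39, SE 0.23, adjusted p = 5.55e-07), the largest rise in the metabolism group, and was not called at 1 h (log2 0.62, SE 0.23, adjusted p = 0.198). Its response was larger at 4 h (difference log2 1.78, limma adjusted p = 0.00266), and the 4 formoterol mice did not overlap the 4 saline mice at 4 h. No kept probe is named Ppargc1a by its ID, so the value rests on the match to Table 1.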

The largest change observed was the induction of *Pgc-1α*, a key transcriptional regulator of oxidative metabolism and regulator of skeletal muscle fiber type and therefore lipid metabolism. 

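Pdk4, which holds back pyruvate oxidation, rose at 4 h (log2 1.53, SE 0.22, adjusted p = 8.33e-05), together with Ppp1r3c, which targets a phosphatase to glycogen (log2 1.35, SE 0.15, adjusted p = 4.43e-06), and Hk2, which traps glucose as its phosphate (log2 1.12, SE 0.12, adjusted p = 2.82e-06). At 1 h Hk2 had risen (log2 0.61, SE 0.12, adjusted p = 0.00650), while Pdk4 and Ppp1r3c were not called (log2 0.43 and 0.43, limma adjusted p = 0.398 and 0.179). Only for Ppp1r3c did the response differ between the times (adjusted p = 0.0178; 0.0649 for Pdk4 and 0.132 for Hk2). All 3 are table probes, with no ID-named probe to set beside them.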

Genes involved in glucose metabolism/storage and insulin signaling were up-regulated, *Pdk4*, protein phosphatase 1 regulatory subunit 3C (*Ppp1r3c*), and *Hk2*.

Several of these genes have been previously identified in our studies following *in vitro *and *in vivo *treatment of muscle with a β_2_-AR agonist. For example, the induction of the mRNAs encoding *Pgc1α*, *Lipin1α, Pdk4 *and *FoxO1 *in skeletal muscle were identified in our study [28] and that of Miura et al. [36].

Interestingly, the expression levels of *Pgc1α*, *Lipin1 *and *FoxO1 *have also been found to be increased following exercise [57], suggesting β_2_-AR treatment may imitate some functions and/or effects of exercise.

### Circadian Rhythm

Skeletal muscle, like most other tissues, is known to have a peripheral circadian clock, characterized by the expression of peripheral clock genes. It is thought that the regulation of these peripheral circadian clocks is ultimately regulated and synchronized by a central circadian clock located in the suprachiasmatic nucleus of the brain, however the exact mechanism of communication to skeletal muscle remains unclear.

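Dbp, a clock-controlled transcription factor, fell at 1 h (log2 -2.20, SE 0.17, adjusted p = 3.36e-07) and 4 h (log2 -1.85, SE 0.17, adjusted p = 5.55e-07), with no difference called between the times (adjusted p = 0.604). Nfil3, which binds the same DNA element as a repressor, rose at 1 h (log2 1.04, SE 0.16, adjusted p = 7.32e-04) and further at 4 h (log2 2.41, SE 0.16, adjusted p = 9.26e-09; difference adjusted p = 0.00164). Cry2, a repressor in the clock's core loop, was not called at 1 h (log2 0.31, SE 0.09, adjusted p = 0.0718) and rose at 4 h (log2 1.42, SE 0.09, adjusted p = 2.77e-09). In all 3 the 4 formoterol mice did not overlap the 4 saline mice at either time, and all 3 are table probes fitted with limma.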

As previous studies have implicated β-AR signaling as a mediator of circadian rhythm [58-62], it is of interest that we observed the dysregulation of three peripheral clock genes by formoterol administration (Table 1), including nuclear factor, interleukin 3 (*Nfil3*), D site albumin promoter binding protein (*Dbp*), and cryptochrome 2 (*Cry2*). The observation, that only a subset of peripheral clock genes were dysregulated by formoterol administration suggests regulation of these genes is occurring at an organ specific level and not via direct actions on the central circadian clock since interference to the central circadian clock should result in changes to the majority of peripheral clock genes. Furthermore, as only a small fraction of known circadian-regulated genes in skeletal muscle are being altered in our study (compared to McCarthy et al. [63]), this suggests that these results are valid and not occurring due to minor timing issues that occur during tissue collection.

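Beyond Nfil3, Dbp and Cry2, further clock genes rose at 4 h: Rora, a receptor that activates Bmal1 (log2 0.40, SE 0.09, adjusted p = 0.00518), Nr1d2, which represses it (log2 0.56, SE 0.11, adjusted p = 0.00129), and Csnk1d, the kinase of PER proteins (log2 0.49, SE 0.09, adjusted p = 6.81e-04). Clock itself and Csnk1e were not called (log2 0.05 and 0.05, adjusted p = 0.745 and 0.679). The clock list holds 25 genes, of which 7 were measured with an ID name. Of these 7, 5 were higher at 4 h, none lower and 2 not called (limma's camera adjusted p = 9.17e-04, adjusted p = 0.0788 with an estimated correlation). At 1 h none of the 7 was called, 3 were higher adjusted over the list alone, and camera gave an adjusted p of 0.0376 (adjusted p = 0.246 with an estimated correlation). Without saline 1 h replicate 1, formoterol 1 h replicate 2 or formoterol 1 h replicate 4 the camera adjusted p of the clock list at 1 h was 0.143, 0.0698 and 0.0667 (0.0174 to 0.352 over 39 alternatives). The paper finds 3 clock genes altered, takes this as a subset of the peripheral clock, and from that proposes regulation within the organ in place of an action on the central clock. Noct was called on its ID-named probe (log2 0.67, adjusted p = 0.00379) and on its table probe, printed in Table 1 as Ccrn4l (log2 1.00, SE 0.12, adjusted p = 1.13e-05). The size of the rise of Nr1d2 is uncertain, since 3 of the 4 saline arrays of 4 h read it at the floor: Nr1d2 at 4 h had a log2 of 0.26 (adjusted p = 0.0556; 4.20e-05 to 0.0996 over 37 alternatives) with the floor at the lowest fully detected signal.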

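Saline mice killed at 4 h were compared with saline mice killed at 1 h, which differ in the time after injection and in part of the slides. Pfkm, the muscle phosphofructokinase, was lower at 4 h (log2 -0.54, limma adjusted p = 0.0470). No clock gene of 7 was called, the largest being Csnk1d (log2 -0.37, adjusted p = 0.0935) and Rora (log2 -0.26, adjusted p = 0.258). All 7 changes were negative, and 2 genes were lower adjusted over the list alone. As a list the clock genes were not called (camera adjusted p = 0.161). The metallothionein gene Mt1 stood at log2 -0.94 (adjusted p = 0.0899). In total 11 of 7596 probes were called, 3 higher and 8 lower, against 1046 at an unadjusted p under 0.05. Without saline 1 h replicate 2, saline 1 h replicate 4 or saline 4 h replicate 3 the count in limma was 0 each time (934, 866 and 1147 unadjusted), and without saline 4 h replicate 4 it was 79. With slide as a fixed block it was 0 (278 unadjusted).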

Adrenergic regulation of the related clock gene cryptochrome 1 (*Cry1*) has been previously reported in the rat pineal glands [59,64]. In addition, *Cry1 *has been shown to be regulated by resistance exercise, a stimulus known to increase sympathetic activity in skeletal muscle [65]. This further underscores the crosstalk between exercise, and β_2_-AR signaling in the context of peripheral circadian control.

The central role of circadian rhythm in skeletal muscle metabolism is highlighted by the circadian changes in glucose utilization in muscle, and the findings that disruption of skeletal muscle circadian rhythm occurs in diabetic rats [66]. Furthermore, major changes to peripheral clock genes have been found to be increased by altering the activity of AMP kinase, a key metabolic regulator of skeletal muscle [67]. Interestingly, AMPK modulators have been recently described as exercise mimics [68].

Interestingly, a limited number of genes highlighted in this study have been shown to be regulated in the circadian transcriptome of adult mouse skeletal muscle [63]. 

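Usp2, a deubiquitinase with circadian expression, was not called at 1 h (log2 -0.32, SE 0.14, adjusted p = 0.302) and rose at 4 h (log2 1.06, SE 0.14, adjusted p = 2.36e-05) on its table probe. The response of Usp2 differed between the times (log2 1.37, limma adjusted p = 3.86e-04), and so did that of Cry2 (log2 1.12, adjusted p = 3.51e-05). For Ucp3 and Pdk4 the difference between times was not called (log2 0.74 and 1.09, adjusted p = 0.0859 for Ucp3). Dbp is the only one of these genes that fell, and whether the others follow it was not tested by these arrays, which hold 2 times.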

*Cry2, Dbp, Ucp3, Pdk4, Ubc, Pgc1α, and Usp2 *have been shown to be regulated in the circadian transcriptome, possibly suggesting that these metabolic transcripts and *Usp2 *may be regulated by dysregulated clock genes rather than directly by β-AR signaling. However, some genes such as *Pgc1α *have a well characterized induction pathway involving β-AR signaling independent of circadian regulation [69].

In conclusion, this is the first paper to show regulation of the peripheral circadian regulators in skeletal muscle by β-AR signaling, possibly implicating β-AR (sympathetic) signaling as a pathway that coordinates communication between central and peripheral circadian clocks in skeletal muscle.

### Transcription and histones

Spurlock et al. [30] have previously used microarray technology to examine skeletal muscle gene expression following chronic β-AR administration. In this study the authors found an up-regulation of transcriptional and translational initiators responsible for increasing protein synthesis. In this context, we observed the induction of 11 genes (Table 1) noted as transcription factors (although some transcription factors are in other categories eg. *FoxO1*). 

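Fos, the AP-1 component of the earliest response, rose at 1 h (log2 2.37, SE 0.27, adjusted p = 1.89e-05) and was not called at 4 h (log2 0.49, adjusted p = 0.230; difference adjusted p = 0.00722), on its table probe. Crem, a cAMP-responsive repressor, ran later, with log2 0.55 at 1 h and 1.66 at 4 h (limma adjusted p = 4.98e-04 and 2.41e-10; difference adjusted p = 2.58e-05; at least 1.34-fold at 1 h). Maff, a small Maf protein, rose at both times (log2 1.27 and 1.31, adjusted p = 2.21e-04 and 4.26e-05; difference 0.04, adjusted p = 0.972; at least 2.27-fold at 1 h). Atf3, a stress-induced repressor, and Tbx3 rose at 4 h (log2 0.96, SE 0.13, adjusted p = 5.32e-05, at least 1.81-fold, and log2 0.99, SE 0.08, adjusted p = 1.49e-07). Litaf, named by its ID and known from the response to lipopolysaccharide, rose at both times (log2 1.46, SE 0.15, adjusted p = 6.58e-06; log2 0.90, adjusted p = 3.77e-04). Of the 10 transcription genes with an identified probe, limma called 9 higher at 1 h and 8 at 4 h, and none lower. The study chose them on these mice. Table 1 prints Cebpb, Maff, Tbx3 and Litaf as not significant at 1 h.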

The 11 induced transcriptional regulators were FBJ osteosarcoma oncogene (Fos), kruppel-like factors 2 and 4 (*Klf2 *and *4*), cAMP responsive element modulator (*Crem*), CAAT/enhancer binding protein beta (*Cebpb*), nuclear receptor related 1 protein (*Nurr1*), fos-like antigen 2 (*Fosl2*), V-maf musculoaponeurotic fibrosarcoma oncogene family protein F (*Maff*), activating transcription factor 3 (*Aft3*), T-box 3 (Tbx3), transcript variant 2, and LPS-induced TN factor (Litaf).

Interestingly, concomitant with transcriptional induction, our Illumina analysis revealed that β_2_-AR stimulation significantly inhibited the expression of two histone proteins (also four more histones were present at >2 fold, but these were removed via multiple testing correction), suggesting that β-AR stimulation promote the formation of euchromatin, thus enhancing transcription. This result, coupled with the induction of transcription factors, indicates β-AR signaling may play an important role in regulating skeletal muscle transcription.

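The histone probes did not move together at 4 h. Genes of the clustered H2A class fell, H2ac13 (Hist1h2ai) by most (log2 -1.49, adjusted p = 0.0113), followed by H2ac24 (Hist1h2ao, log2 -1.39, adjusted p = 0.0201) and H2ac22 (log2 -1.38, adjusted p = 0.0234), while genes of the H4 class rose: H4c6 (log2 0.39, adjusted p = 0.00384) and H4c18 (log2 0.34, adjusted p = 0.00580). The replacement histones H3f3a and H2az1 were lower (log2 -0.62, adjusted p = 0.0366; log2 -0.59, adjusted p = 0.0293). By class, 4 of 8 H2A genes were lower and 1 higher (median log2 -0.88), 3 of 7 H4 genes higher (median log2 0.25), 2 of 3 replacement histones lower, and none of 8 H2B or 3 clustered H3 genes was called. Over all 29 histone genes 4 were higher and 6 lower at 4 h, 4 and 7 adjusted over the list alone, and the list was not called (limma's camera adjusted p = 0.861). At 1 h none was called, with a median log2 of -0.69 for H2A (camera adjusted p = 0.00885 for the list, adjusted p = 0.447 with an estimated correlation). Without saline 4 h replicate 2 the adjusted p of H2ac24 at 4 h was 0.0621 and of H2ac22 at 4 h 0.0649; without formoterol 4 h replicate 3 these were 0.0524 and 0.0540, and for H2ac22 without formoterol 4 h replicate 4 it was 0.0562 (all alternatives: 1.23e-04 to 0.370 for H2ac24, 8.00e-05 to 0.410 for H2ac22). The adjusted p of H2ac10 at 4 h, the fourth H2A gene called lower, was 0.0795 without formoterol 4 h replicate 4, 0.0530 without saline 4 h replicate 1, 0.0974 without saline 4 h replicate 2, 0.0602 without formoterol 4 h replicate 1, 0.0667 without formoterol 4 h replicate 2 and 0.0575 without formoterol 4 h replicate 3 (2.16e-04 to 0.491 over 37 alternatives). With slide as a fixed block H2ac13 at 1 h and H2ac24 at 1 h were called (log2 -1.05 and -1.05, adjusted p = 0.0157 and 0.0205). The histone genes outside the naming rule were chosen after their values were seen. Pairs of the 8 clustered H2A probes had a median correlation of 0.88 in their deviations from the group means. These are therefore not counted as 8 independent genes. H2ac19 did not follow the others: in saline 1 h replicates 1 and 3 it read log2 10.625 and 10.682, where H2ac24 read 11.950 and 9.440. The slide was not removed from these deviations. The paper sees lower histone mRNA beside induced transcription factors and proposes from this a more open chromatin that favours transcription. The arrays hold mRNA alone and no measure of chromatin.

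**Figure D2:**
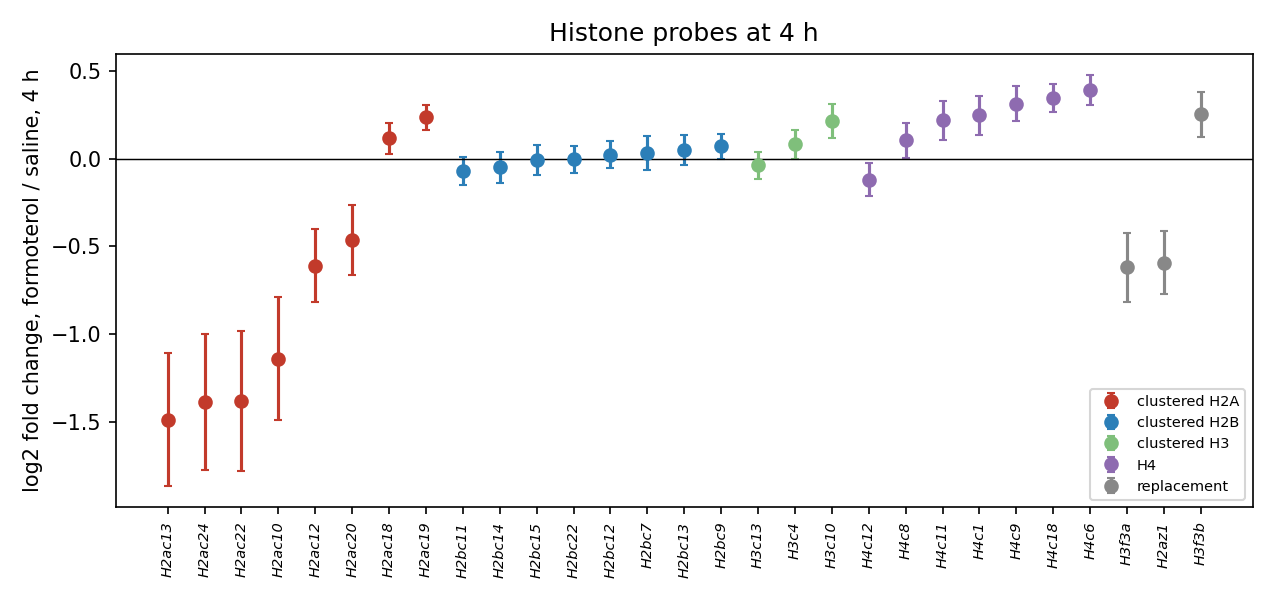
Log2 change (formoterol over saline at 4 h, 4 mice per group) with its SE for the 29 histone probes, grouped by histone class. Clustered H2A genes reach a log2 of -1.49, H4 genes reach 0.39, and H2B and clustered H3 genes lie near 0.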

### Oxidative stress

In our study, many of the largest inductions occurred in genes associated with the response to oxidative stress. 

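Of 11 measured genes of the response to oxidative stress, 4 were higher at 4 h: Mt1, Srxn1, Osgin1, an inhibitor of growth under oxidative stress (log2 0.54, SE 0.12, adjusted p = 0.00372), and Gstm1, a glutathione transferase (log2 0.26, adjusted p = 0.0223). None was lower and 7 were not called, and the list was called (limma's camera adjusted p = 0.00119, adjusted p = 0.109 with an estimated correlation). The median log2 of the list was 0.16: the peroxiredoxins, Sod1 and Gclm were among those not called. Between the times 2 of the 11 had a larger response at 4 h (camera adjusted p = 0.00131, adjusted p = 0.163 with an estimated correlation). Among probes named by ID, Mt1 and Srxn1 had the largest rises at 4 h. The adjusted p of Gstm1 at 4 h was 0.0510 without saline 4 h replicate 4, 0.0520 without formoterol 4 h replicate 4, 0.0554 without saline 4 h replicate 1, 0.0751 without formoterol 4 h replicate 3 (0.00162 to 0.192 over 37 alternatives).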

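Mt1, a metal-binding protein gene, rose at 1 h (log2 1.59, SE 0.22, adjusted p = 1.66e-04) and further at 4 h (log2 3.61, SE 0.22, adjusted p = 2.14e-09; difference log2 2.02, adjusted p = 7.45e-04). Its mean signal was 4639 after saline and 13809 after formoterol at 1 h, and 2340 and 28323 at 4 h (arbitrary units). The table probe of Mt2 ran in parallel (log2 1.34 at 1 h and 3.23 at 4 h, limma adjusted p = 0.00409 and 4.58e-08). Table 1 prints Mt1 and Mt2 as not significant at 1 h. Srxn1, which restores oxidised peroxiredoxins and is printed as Npn3, rose at 4 h on 3 probes (log2 3.41, 2.34 and 2.27, adjusted p = 1.80e-10, 3.97e-10 and 3.63e-10). Its response was larger at 4 h than at 1 h (difference log2 2.66, adjusted p = 3.50e-06 on the first probe). For Mt1, Mt2 and Srxn1 the 4 formoterol mice did not overlap the 4 saline mice at 4 h.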

Metallothioneins 1 and 2 (*Mt1*, *2*), sulfiredoxin 1 homolog (*Npn3*), and uncoupling protein 3 (*Ucp3; *listed under metabolism) were all significantly induced at four hours after formoterol administration. During exercise, reactive oxygen species (ROS) are generated in skeletal muscle [70,71], and some oxidative damage occurs [72]. Excess ROS may lead to cellular damage, which has been implicated in with the development of insulin resistance [73], and apoptosis of myoblasts [74]. Given that exercise induces β-AR signaling activity in skeletal muscle [75], this activity may provide a mechanism for increased expression of antioxidant genes to restore oxidative homeostasis. This is supported by the work of Mahoney et al [57], who demonstrated that exercise induced a wide range of antioxidant genes, including several metallothioneins. Furthermore, induction of both *Ucp2 *and *Ucp3 *has also been shown previously to be induced by β-AR signaling in exercising skeletal muscle [27,76-78]. Since *Ucp3 *and *Ucp2 *have been implicated in the reduction of ROS [79,80], it is possible that the induction of *Ucp3 *and *Ucp2 *expression in skeletal muscle is one mechanism for reducing ROS production during or after exercise.

## Conclusion

This study utilized gene expression profiling to examine global gene expression in skeletal muscle following acute and long-term (chronic) β-AR agonist administration. In summary, systemic administration of formoterol had a profound effect on global gene expression in skeletal muscle. 

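The response changed its members between the times: Tmcc3, a membrane protein of the endoplasmic reticulum, rose at 1 h (log2 0.72, SE 0.13, adjusted p = 0.00373) and was not called at 4 h (log2 -0.37; difference -1.08, adjusted p = 0.00202), and Cdc42ep3, a Cdc42 effector, fell at 4 h (log2 -0.77, adjusted p = 8.57e-04), and was not called at 1 h (log2 0.26; difference -1.03, adjusted p = 0.00502). Others were held, as Cdkn1a, an inhibitor of the cell cycle (log2 1.25, SE 0.14, adjusted p = 1.21e-05 at 1 h; log2 1.61, adjusted p = 1.40e-07 at 4 h), or built up, as the phosphatase gene Alpl (log2 0.67 and 1.33, adjusted p = 1.21e-05 and 6.11e-10). Of 7596 probes, 90 were higher at both times (12.5 expected for unrelated lists) and 37 lower at both (4.9 expected). Of the probes higher at 1 h, 50 were not called at 4 h. The response differed between 1 h and 4 h for 267 probes, 175 towards higher and 92 towards lower values at 4 h. Formoterol and saline mice did not overlap for 641 probes at 1 h (8.4%) and 1473 at 4 h (19.4%), against 2.86% by chance with 4 against 4.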

With respect to skeletal muscle hypertrophy, formoterol altered the expression of several genes associated with the attenuation of myostatin signaling, highlighting the role of β-AR signaling in the mechanisms regulating skeletal muscle mass

Interestingly, many changes in gene expression with β-AR signaling are similar to findings from other studies examining exercise-related effects in skeletal muscle. For example, the changes in expression of *Pgc1α, FoxO1, Ucp3*, the NR4A subgroup and severalmetallothioneins are identical in both systems [57,65]. This would suggest the induction of β-AR signaling during exercise is a major determinant of the subsequent changes in gene expression changes following exercise.

The findings also demonstrate for the first time crosstalk between β-AR signaling and the peripheral regulators of circadian rhythm in skeletal muscle, possibly implicating β-AR signaling in circadian effects on skeletal muscle. Gene expression changes discovered in the present study may provide insight into the mechanisms underlying β-AR-mediated changes in skeletal muscle hypertrophy and metabolism.

## Methods

### Animals, β-AR agonist administration and tissue collection

All procedures were approved by the Animal Experimentation Ethics Committees of The University of Melbourne. All procedures conformed to the Guidelines for the Care and Use of Experimental Animals described by the National Health and Medical Research Council of Australia. Male C57BL/10 ScSn (wild type, 6-7 weeks old) were obtained from the Animal Resource Centre (Canning Vale, WA, Australia) and were randomly assigned to either saline control, formoterol (a specific β_2_-AR agonist) treated or non-treated groups. For BeadArray analysis, 16 mice in total were analyzed with eight mice for both timepoints. At each timepoint, four mice were treated with formoterol and four with saline (n = 4 mice per timepoint per treatment). For quantitative real-time PCR (qRT-PCR) analysis, ten mice were used per timepoint with five formoterol treated and five saline formoterol animals. Five mice were also analyzed as non-treated animals (n = 5 mice per timepoint per treatment). The animals used for quantitative real-time PCR were independent animals to that used for BeadArray analysis. The mice were housed in the Biological Research Facility at The University of Melbourne and maintained on a 12 h-light/12 h-dark cycle, with standard mouse chow and water provided ad libitum.

Treated mice received a single intraperitoneal injection of formoterol (Astra-Zeneca: 100 μg/kg in 0.2 mL saline) and control mice received an equivalent volume of sterile saline. We have demonstrated previously that this is the most efficacious dose for eliciting skeletal muscle hypertrophy in rodents [3]. For chronic treatment timepoints, mice received a single intraperitoneal injection of formoterol (Astra-Zeneca: 100 μg/kg in 0.2 mL saline) daily and control mice received an equivalent volume of sterile saline daily.

Mice were anesthetized at 1, 4, 8, and 24 hours after acute treatment with formoterol and at 7 and 28 days after chronic formoterol administration. Following anesthetization, tibialis anterior muscles were surgically excised. Tissue was also removed from anesthetized untreated mice (n = 5) that did not receive an intraperitoneal injection for qRT-PCR "no treatment" controls. Tissue from "no treatment" was removed at time zero following injections of the treatment mice. All injections were carried out at approximately 3 hours within the light cycle and muscle was removed at relative appropriate intervals during the light cycle. Care was taken to administer formoterol and saline injections as close as possible to negate gene expression changes associated with circadian rhythm. For chronic treatments injections, were carried out at approximately 3 hours within the light cycle and muscle was removed 24 hours following the last injection. Due to concerns about stress hormones in acute timepoints, both saline control and formoterol treated animals were handled and injected in the same manner. Non-treated animals were also included with the qRT-PCR data to provide an indication of any stress related gene expression changes. As the non-treated animals were quickly anesthetized, stress related gene expression changes should be avoided.

All samples were snap-frozen in liquid nitrogen and stored at -70°C. Samples were used for RNA extraction for BeadArray analysis and qRT-PCR. Contralateral tibialis anterior muscle samples were also used for Western blot analysis.

### RNA extraction for quantitative real-time PCR

RNA was extracted from skeletal muscle tissue using TRI-Reagent (Sigma Aldrich) according to the manufacturer's protocol. For qRT-PCR only, RNA was treated with 2U of Turbo DNase (Ambion) for 30 minutes. RNA was further purified using a mini-RNeasy kit (QIAGEN) according to manufacturer's instructions and quantified using a NanoDrop ND-1000 spectrophotometer.

### cDNA synthesis for quantitative real-time PCR

cDNA was synthesized from 3 μg of total RNA for cell culture experiments and 1 μg for animal muscle experiments (normalized via UV spectroscopy) using Superscript III primed by random hexamers (Geneworks), according to the manufacturer's instructions (Invitrogen).

### Quantitative real-time PCR (qRT-PCR) and statistical analysis

Target cDNA levels were compared by qRT-PCR in 25 μl reactions containing either 1× SYBR green (Applied Biosystems) or Taqman PCR master mix (Roche Molecular Systems), 100 nM of each forward and reverse primers for SYBR green or 1× Assay-on-Demand Taqman primers (Applied Biosystems) and the equivalent of 0.3 μL cDNA. Using an ABI Prism 7500 (Applied Biosystems) sequence detection system, PCR was conducted over 45 cycles of 95°C for 15 seconds and 60°C for 1 minute, preceded by an initial 95°C for 10 minutes. Expression levels were normalized to 36B4 as determined from the ratio of delta CT values. 

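Rplp0, the ribosomal protein gene also called 36B4, was not called at 1 h (log2 -0.08, SE 0.07, adjusted p = 0.703) or 4 h (log2 0.08, SE 0.07, adjusted p = 0.462). Its mean scaled signal was 394 and 373 at 1 h and 379 and 400 at 4 h, saline first (arbitrary units, 4 mice each), on the 1 kept probe with that name. These signals lie under the common median of 523.5 and not far above the floor of 257.5, so a small change could be missed. None of 8 common reference genes, with Actb, B2m, Gapdh, Hprt, Pgk1, Ppia and Rpl13a beside Rplp0, was called at either time. As a list they leaned lower at 1 h (median log2 -0.14, limma's camera adjusted p = 0.0415, adjusted p = 0.249 with an estimated correlation) and not at 4 h (camera adjusted p = 0.488). For the reference_genes list at 1 h the camera adjusted p was 0.157 without saline 1 h replicate 1, 0.0519 without saline 1 h replicate 2, 0.106 without formoterol 1 h replicate 3, 0.0883 without formoterol 1 h replicate 4 (0.00374 to 0.157 over 39 alternatives).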

All 36B4 probes remained stable during Illumina BeadArray analysis, confirming this gene was appropriate for normalization. Results are expressed as means ± SEM from five biological replicates. Statistical analyses were performed using GraphPad Prism software. All qRT-PCR data were analyzed using a one-way ANOVA with Bonferroni's post-test.

### qRT-PCR primers

Primers for qRT-PCR analysis of the mRNA populations using SYBR green have been described in detail for 36B4 [81], *Ucp3 *([82], *Nurr1 *[83], *Pdk4 *[28], and *Pgc1α *([82]. The following SYBR primers were designed using Primer Express (Applied Biosystems, Foster City, CA): *Sorbs1 *(F:5'-GTG CCA CAG AAC GAT GAT GAG T-3'; R:5'-AAG TAC CAA ACT GCC TCG TCC TT-3'), Id1 (F:5'-GCA GGT GAA CGT CCT GCT CTA-3'; R:5'-TCT CCA CCT TGC TCA CTT TGC-3'), Activin receptor IIB (F:5'-ACG TGG CGG AGA CGA TGT-3'; R:5'-GTG AGG TCG CTC TTC AGC AG TAC-3'), *Hk2 *(F:5'-TTA GGT CAG TCG GCG TTT CAG-3'; R:5'-TAG GAG GGC AAA TAA ATG TAC AAA CA-3'), *Nfil3 *(F:5'-CGG TTA CAG CCG CCC TTT-3'; R:5'-GTT GTC CGG CAC AGG GTA AAT-3'), and *Stat3 *(F:5'-GAG GAG GCA TTT GGA AAG TAC TGT A-3'; R:5'-GTC ACA CAG ATG AAC TTG GTC TTC A-3'). Assay-on-Demand Taqman primer/probe sets were used to assay expression of myostatin, *Crem*, *Crebp*, *Dbp*, *FoxO1*, and *Lipin1α*.

### BeadArray hybridization and statistical analysis

For BeadArray analysis, 16 mice in total were analyzed with eight mice for both timepoints. At each timepoint, four formoterol treated and four saline formoterol animals. Total skeletal muscle RNA was assessed for integrity using the Agilent Bioanalyzer 2100 and RNA integrity (RIN) scores above 8.3 were present in all samples. 500 ng of RNA was amplified using the Illumina TotalPrep RNA Amplification kit (Ambion) with an in vitro transcription reaction period of 12 hours. Biotinylated, amplified cRNA was assessed for quantity and quality also using the Agilent Bioanalyzer 2100. 1500 ng per array of amplified cRNA was hybridized to Sentrix Mouse-6.v1 BeadChip arrays (Illumina) according to manufacturer directions. Hybridized BeadChip arrays were stained with Amersham fluorolink streptavidin-Cy3 (GE Healthcare). BeadChip arrays were scanned with Illumina BeadStation Scanner and data values with detection scores were compiled using BeadStudio v1.5.1.3 (Illumina) and imported into GeneSpring GX v7.3.1 (Agilent) for data analysis. Mouse Illumina probe set was defined in the GeneSpring Workgroup using the Illumina targetIDs as the unique identifiers and annotated according to array content files supplied by Illumina. Normalized data was produced using GeneSpring GX version 7.3.1 via normalization to control genes, where control genes were represented by all genes with an Illumina detection score equal to one in at least four out of the 16 samples (7,596 control genes in total). All probes except for the 7,596 probes that were determined to have an Illumina detection score equal to one in at least four out of the 16 samples were filtered out to remove probes without adequate expression levels. A parametric Welch's t-test (where variances were not assumed equal) was performed on the 7,596 probes independently for both one and four hour times groups with a p-value cutoff of 0.05. Multiple testing correction (Benjamini and Hochberg False Discovery Rate) was then applied to genes that had passed the parametric Welch's t-test based on the total detected probe-set of 7,596 probes to reduce false positives. About 5.0% of the identified probes would be expected to pass the restriction by chance. Following this statistical filtering, 393 probes were significant at four hours and 43 probes at one hour. 

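With limma on log2 values and no fold threshold, 211 of 7596 probes were called at 1 h (142 higher, 69 lower) and 1206 at 4 h (669 higher, 537 lower). Of these, 57 and 394 probes have a gene name from their ID, and they range from Junb at 1 h and Mt1 at 4 h, both far above saline, to small falls such as Idh1, isocitrate dehydrogenase (log2 -0.42, SE 0.08, adjusted p = 0.00672 at 1 h; log2 -0.39, adjusted p = 0.00308 at 4 h). At an adjusted p under 0.01 the counts were 111 (86 higher, 25 lower) and 640 (412 higher, 228 lower), and 1061 and 2366 probes had an unadjusted p under 0.05. Among the called, 191 and 1011 had no overlap between the 4 formoterol and 4 saline mice. The methods' t-test on log2 values called 6 probes at 1 h and 393 at 4 h, and the same test on linear values 0 and 311, with 851 at an unadjusted p under 0.05 at 1 h. Without saline 1 h replicate 1, saline 1 h replicate 2 or formoterol 1 h replicate 1 the 1 h count was 133, 138 and 135, and within slide 2 alone and slide 3 alone it was 633 and 40. At 4 h it was 1777 without saline 4 h replicate 4 and 2226 with array weights, and within slide 1 alone 874. Without the filter on dim probes 73 and 501 were called. Under quantile normalization 47.3% of the 4 h calls were higher, against 55.5%. In simulated data with 200 changed probes, limma found 95.5% of 1.5-fold changes at 4 h, and the methods' t-test found 53.7%. The simulated noise was normal, independent between probes and of limma's own moderated spread, equal in all groups. It therefore favours limma and cannot tell which test is right on the real arrays.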

Statistical filtered probe-sets were then independently filtered by fold change using a minimum cutoff of 1.85 fold. Following this, 112 probes were present at four hours and 23 genes at one hour. Multiple significant probes for the same gene were removed from final data tables with the probe with the highest fold change being chosen.

### Western blot analysis

Whole skeletal muscle lysates were prepared from homogenisation and sonication in lysis buffer [50 mM Tris HCl, 75 mM NaCl, 5 mM EGTA, 1 mM dithiothreitol, 1% Nonidet P-40, Complete protease inhibitors (Roche Diagnostics Australia), and PhosSTOP phosphatase inhibitors (Roche Diagnostics Australia)] and resolved on 10% SDS-PAGE gels under reducing conditions as outlined [84]. Proteins were transferred to an Immobilon-P polyvinyl difluoride membrane (Millipore) and blocked for 1 h with 5% non-fat milk powder in tris-buffered saline with 0.1% Tween 20. Blots were probed overnight with anti-*Myostatin *(sc-6884; Santa Cruz) at 1:300 and anti-*Gapdh *(R&D Systems) at 1:10000 in blocking buffer. Blots were also probed overnight with anti-*Smad3 *(#9523; Cell Signaling) at 1:1000 and anti-phospho-*Smad3 *(#9520; Cell Signaling) at 1:1000 in 5% fraction V BSA (Sigma-Aldrich) in tris-buffered saline. Secondary anti-rabbit-horseradish peroxidase conjugate (Pierce Biotechnology) in blocking buffer was used at 1:10000 for *Gapdh*, *Smad3*, and phospho-*Smad3 *for 1 h. Secondary anti-goat-horseradish peroxidase conjugate (Pierce Biotechnology) in blocking buffer was used at 1:10000 for *Myostatin *for 1 h. Horseradish peroxidase localization was detected with Immobilon Western Chemiluminescent HRP Substrate (Millipore) according to the manufacturer's instructions and visualized by X-ray film.

## Authors' contributions

MAP was involved in the project conception, designed experiments, carried out RNA extraction, performed qRT-PCR and Western blot analysis, performed data analysis, analyzed Illumina data, and drafted the manuscript. JGR carried out animal handling, formoterol treatments and animal dissection and contributed to preparing the manuscript. JGR and GSL contributed to the study design and in the preparation of the manuscript. GEOM was involved in the project conception, experimental design, data analysis and manuscript preparation. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

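RNA of the tibialis anterior of 16 mice was measured on 16 Sentrix mouse arrays, 4 mice for each of saline at 1 h, formoterol at 1 h, saline at 4 h and formoterol at 4 h. The authors read the arrays in BeadStudio 1.5.1.3 and deposited for each probe the average bead intensity, in arbitrary units and without normalization, from 86.1 to 69801. The deposited detection score, from 0 to 1, was computed by the authors in the same program for each probe and array. The deposited normalized values are a ratio that the authors made by dividing each intensity by the median of its array, which the paper's methods place in GeneSpring GX. Computed again from the intensities, this ratio differed by a relative 0.0016 at most.

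From these values, the 7596 of 46120 probes with a detection score of 1 on at least 4 of the 16 arrays were kept. Their median intensity, per array, was 392.7 to 746.1, or 2.33 to 3.74 times the median of probes with a detection score under 0.5, and 5584 to 8528 probes were detected. Each array was scaled to the mean of the 16 medians, 523.5, values under the floor of 257.5 (percentile 1, 1217 values) were raised to it, and log2 was taken. Group means of the 4 conditions over all 16 arrays were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 12 residual and 5.97 prior degrees of freedom). The comparisons are formoterol against saline at 1 h and at 4 h, the difference of these responses, and saline at 4 h against saline at 1 h. P values were adjusted by Benjamini and Hochberg over the 7596 probes, with calls under 0.05, and fold counts used the paper's 1.85-fold. With 4 against 4 mice an exact test of 1 probe cannot give a p under 0.029. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

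Gene names come from the probe IDs, since the files pair no probe with a name; this reading is an inference. A zero-padded number was looked up as a gene number (2584 kept probes) and a RefSeq accession directly (7 probes) in the reference gene table. The remaining 5005 kept probes carry no name here: 180 hold a number that is not in the table, 343 a RIKEN clone name and 4482 neither. In all, 188 genes have more than 1 kept probe, and lists use the probe with the highest mean signal. For 110 of 116 genes of Tables 1 and 2, exactly 1 kept probe has the printed fold changes within 0.0075 and the printed 4 h adjusted p within 0.0011. For this match the adjusted p was that of the methods' t-test on log2 of the authors' ratios. Of these probes, 78 have no name from the ID and are used for single genes of the tables and in no list.

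Of 39 gene lists fixed beforehand, the 29 with at least 3 measured genes were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation; the minimum of 3 was chosen afterwards. The genes named in the text follow a rule: in each of the 1 h and 4 h comparisons the 12 largest rises and 8 largest falls among called probes without overlap between the 8 mice, 6 each way for the difference between times and for saline at 4 h against 1 h, every gene of the clock, qRT-PCR and other lists the paper names, the genes of Tables 1 and 2, and up to 4 called members of each fixed list. The values of the tables had been read before the rule was written. Histone genes beyond this rule, and list members named only as not called, were chosen after their values were seen.

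Most alternatives change 1 choice at a time. For normalization they are quantile normalization, normexp background correction with quantile normalization (called normexp here, a change of both), and the authors' ratio values, all without the floor. For the filter they are no filter on dim probes, and a score of 0.99 on all 4 arrays of a group (8164 probes). An offset of 50 or a floor of 329.4 took the place of the floor. The tests were the methods' t-test on log2 values and on linear values without the floor, each time alone, and eBayes with trend and robust. Arrays were also weighted (0.28 to 4.12), or slide was a fixed or random block (consensus correlation 0.084). Further ones were each slide alone, the replicate number as a block, and each array left out in turn. The last were the probe with the largest change per gene in lists, and an adjusted p under 0.01. Alternatives added after seeing the data are the equal-variance form of the methods' t-test on log2 and on the authors' values, the methods' t-test on the authors' values, signal over background as a covariate, and leaving out the 3 arrays of extreme median signal (the highest and the 2 lowest). The fit was tested on simulated log2 values with the real means and limma's moderated spreads, and 200 of 7596 probes changed. The noise was normal, equal in all groups and independent between probes, so the fit was tested under its own assumptions only. There limma found 97% of 1.5-fold changes at 1 h and 95.5% at 4 h, and 73.1% for the difference between times. It called 14, 10 and 10 unchanged probes. A few genes that the naming rule covers are not reported here singly and stay in the counts, including those of differing fold changes and of arrays that stand apart. The qRT-PCR and protein measurements of the paper were not analysed.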

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

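Chosen only after the result was seen were the tests of the slide, of blood left in the muscle, of the 1 h gene lists with an estimated correlation and of the H2A histone genes, and the covariate as an alternative. Among named genes, an array was marked where its value lay apart from the other 3 of its group by Dixon's ratio for 4 values, which chance gives in about 1 of 20 groups: here 34 of 436 groups (7.8%, against 5%). The scaled signals follow, with the range of the other 3 arrays of the group in brackets. A value of 258 is the floor, and where the other 3 lie at or near it the ratio is high by construction, so the share against chance is too high. Formoterol 1 h replicate 1 stood apart for Stat3 975 (835 to 856). Formoterol 1 h replicate 2 stood apart for Hspa8 22941 (27655 to 28393). Formoterol 1 h replicate 4 stood apart for Cebpb 3117 (4723 to 4965) and Osgin1 379 (258 to 273). Saline 1 h replicate 1 stood apart for Bmpr1a 582 (675 to 687). Saline 1 h replicate 2 stood apart for Csnk1e 945 (756 to 775), Hnrnpa1 485 (595 to 620), Junb 301 (258 to 264) and Klf4 329 (348 to 351). Saline 1 h replicate 3 stood apart for Egln3 874 (676 to 689), Igfbp5 2974 (3976 to 4179), Impact 482 (308 to 317), Klf4 272 (258) and Mt1 7231 (3522 to 3957). Saline 1 h replicate 4 stood apart for Ciapin1 588 (671 to 684) and Nudt18 1014 (769 to 782). Formoterol 4 h replicate 2 stood apart for H2ac22 443 (392 to 394) and Ttyh1 426 (461 to 466). Formoterol 4 h replicate 4 stood apart for Cxcl14 701 (959 to 994) and Lpl 10623 (7151 to 7648). Saline 4 h replicate 1 stood apart for Csnk1e 747 (798 to 805), Klf2 459 (643 to 658) and Mt1 1726 (2502 to 2566). Saline 4 h replicate 2 stood apart for H2ac10 1257 (785 to 803) and Pfkm 1218 (1506 to 1550). Saline 4 h replicate 4 stood apart for Cdkn1a 294 (258 to 262), Dcn 9258 (10393 to 10519), Foxo1 269 (258), Idh1 471 (521 to 525), Ifi30 342 (258 to 268), Junb 284 (258), Nr1d2 302 (258) and Nr4a2 285 (258).

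A named gene was also marked where its response to formoterol differed between 1 h and 4 h by limma's adjusted p. The log2 differences towards higher values at 4 h were Srxn1 2.66, Mt1 2.02, Fam13c 1.42, Alpk2 1.28, Impact 1.20, Tuba1c 1.18, Nudt18 1.13, Plin4 1.05, Cebpb 1.00 and Gpat3 0.99. Smaller ones were Ifi205 0.95, Foxo1 0.94, Pde4d 0.88, Fbxo34 0.85, Stat3 0.81, 6430548M08Rik 0.75, Ciapin1 0.75, Egln3 0.72, Ttyh1 0.71 and Isy1 0.69. The remaining ones were Ifi30 0.69, Alpl 0.66, Xbp1 0.64, Eif4ebp1 0.61, Rora 0.55, Ubb 0.41 and Eif6 0.38. Towards lower values they were Junb -1.70, Errfi1 -1.20, Klf2 -1.18, Tmcc3 -1.08, Cdc42ep3 -1.03, Prnd -0.90, Klf4 -0.84, Fosl2 -0.84 and Ppargc1b -0.78, then Nr4a2 -0.71, Emcn -0.70, Acvr1 -0.66, Bmpr1a -0.64, Synpo2l -0.62 and Pdgfa -0.59. Over all probes the response differed for 267. Outside what the paper discusses, 11 probes differed between saline mice at 4 h and at 1 h, Hba-a1 was higher at 4 h (log2 1.82) and Col1a2 lower (log2 -1.23).

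Of the 35 splits of the 8 mice of 1 time into 4 and 4, 1 (the real one) reached 211 probes at 1 h and 1 reached 1206 at 4 h. The highest others gave 20 and 692. With the 1.85-fold threshold it was 1 split each as well (45 against 2 at 1 h and 148 against 9 at 4 h). These shares lie under the 5% set beforehand and argue against chance. A share of 1 in 35 is the smallest this test can give, so it does not exclude chance. The split with 692 probes had a difference of 0.363 in log2 signal over background between its groups, against 0.122 for the real split. For the difference between times 4 of 100 regroupings reached 267 and the highest gave 751; a further one gave 266. The share is under the 5% set beforehand, but the higher counts come from regroupings that keep the real groups at 1 time and so differ by construction; they point to this structure of the samples, the share depends on how many of them were drawn, and whether chance can be excluded stays undecided. For the number of gene lists called, chance cannot be excluded: 4 of 35 splits reached the 7 lists at 4 h (highest other 8) and 4 reached the 8 lists at 1 h (highest other 11). With an estimated correlation 1 split reached the 4 lists called at 1 h, against 0 in any other, a share under 5%. That test was chosen after the result was seen. The lists were fixed with the paper's tables of these arrays already read, so chance is not excluded by it. For saline at 4 h against 1 h 1 of 35 splits reached 11, again the smallest share possible, and the highest other gave 9. Past 1.85-fold another split gave 9 probes against 2, so chance is not excluded for this comparison. Time and slide cannot be told apart there, since 3 of the 4 saline mice of 4 h are on a slide with none of 1 h, and limma gave 0 with slide as a fixed block (278 unadjusted) and 0 without saline 1 h replicate 2, saline 1 h replicate 4 or saline 4 h replicate 3 (934, 866 and 1147 unadjusted).

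More probes were called at 4 h than at 1 h. Signal over background of the arrays as a covariate left a ratio of 4.65 between the counts (5.72 without it), which argues against it; without the 3 arrays of highest or lowest median signal, all of 4 h (saline replicate 2, formoterol replicates 2 and 3), the counts were 546 and 232, with fewer mice at 4 h. The slide stays open: slide 1 alone, with 3 mice per group, gave 874 probes at 4 h, and at 1 h slides 2 and 3, with 2 mice per group, gave 633 and 40, so within slides the excess is not settled. With slide as a fixed block over all arrays the counts were 1495 and 269. A response that widens with time after formoterol may also hold, as a hypothesis that mice of both times on each slide would test.

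This pattern was first written for all 29 histone genes, where it did not hold (median log2 0.02), and was narrowed to the 8 clustered H2A genes after the single changes were seen; 6 of these had negative changes at 4 h (median log2 -0.88 over the 8). One array does not carry this: 85.5% of the change was kept without saline 4 h replicate 2, the lowest share, and 94.2% with signal over background of the arrays as a covariate. Transcripts of near-identical histone genes read by several probes would make them move together, and their deviations from the group means had a median correlation of 0.88. The probes that fell may in part read the same transcripts, but not all 8 do, since H2ac19 was higher and H2ac18 not called. The slide was not removed from these deviations. Saline mice of 1 h read H2ac24 at log2 11.950 and 10.738 on slide 2, and 9.440 and 9.691 on slide 3. H2ac10, H2ac13 and H2ac22 were higher on slide 2 there too, and H2ac19 was not. The correlation thus cannot tell shared transcripts from the slide. An effect of formoterol remains a hypothesis.

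Haemoglobin probes were higher at 4 h in formoterol mice (log2 1.82 for Hba-a1). One array is argued against, since 87.3% of the change was kept without saline 4 h replicate 3, and so is signal over background of the arrays, since 99.3% was kept with the covariate. Blood left in the muscle would make the 3 haemoglobin probes vary together from mouse to mouse, and their correlation after removal of the group means was 0.84. That explanation may hold and stays open, and saline mice at 4 h also stood below saline mice at 1 h (log2 -1.46, limma adjusted p = 0.0749). A change of blood flow under formoterol was not tested.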

How the results depend on the processing

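Of the 39 settings, the equal-variance tests, the methods' t-test on the authors' values, the covariate and the omission of 3 arrays (saline 4 h replicate 2 with the highest median signal, formoterol 4 h replicates 2 and 3 with the lowest) were chosen after the result was seen. No named gene or list called at 1 h or 4 h turned its direction in any setting. The 1 h count of 211 was 73 without the filter on dim probes, 6 and 0 with the methods' t-test on log2 and linear values (851 unadjusted for the latter), 633 and 40 within slides 2 and 3, 39 with the equal-variance form, 6 and 44 with these tests on the authors' values and 111 at an adjusted p under 0.01. With the 1.85-fold threshold (45) it was 77 with normexp, 4, 0, 19, 4 and 22 with the same tests in that order, and 110 and 24 within slides 2 and 3. The 4 h count of 1206 was 501 without the filter, 393 and 311 with the methods' t-test on log2 and linear values, 2226 with array weights, 667 with the equal-variance form, 394 and 660 with these tests on the authors' values, 546 without the 3 arrays and 640 at an adjusted p under 0.01; with the fold threshold (148) it was 250 with normexp and 79 with the t-test on linear values. Of the 267 probes whose response differed between times, the count was 67 without the filter, 443 with array weights, 148 without the 3 arrays and 125 at 0.01. The 11 probes of saline at 4 h against 1 h became 4 with quantile normalization (3 higher, 1 lower, where the 11 are 3 and 8), 0 with normexp (1051 unadjusted), 7 with the authors' values, 0 without the filter (1104 unadjusted), 6 with an offset, 1 in each of the 5 t-tests, 6 with trend and robust, 253 with array weights, 0 and 4 with slide as a fixed (278 unadjusted) and random block, 6 without the 3 arrays, 17 with the covariate and 0 at 0.01 (292 unadjusted).

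Leaving out 1 array in turn gave 133 (without saline 1 h replicate 1) to 266 (without saline 1 h replicate 3) at 1 h, 879 (without formoterol 4 h replicate 4) to 1777 (without saline 4 h replicate 4) at 4 h, 41 to 61 and 122 to 166 with the fold threshold, 194 to 309 for the difference between times and for saline 0 (without saline 1 h replicate 2 or 4 or saline 4 h replicate 3; 934, 866 and 1147 unadjusted) to 79 (without saline 4 h replicate 4). The 7 lists called at 4 h were 0 with an estimated correlation and 6 to 8 without 1 array; the 8 at 1 h were 4 and 5 to 9, and 5 within slide 3. At 4 h 55.5% of calls were higher, 47.3% with quantile normalization and 48.3% with normexp, so the majority turns. The 4 H2A genes called lower and the 3 H4 genes called higher at 4 h kept their direction under quantile normalization, normexp and the authors' values. Of 33 named genes called at 1 h and 92 at 4 h, 17 and 60 were called without the filter and 3 and 51 with the methods' t-test on log2 values, and 11 of the 33 within slide 3, which holds 2 mice per group. The replicate numbers do not pair the mice: same-numbered saline and formoterol mice had correlations of 0.298, -0.06, 0.069 and 0.09 at 1 h and -0.043, -0.249, -0.112 and 0.268 at 4 h, and not every mouse correlates best with its own number. With the number as a replicate block 182 probes were called at 1 h and 1168 at 4 h, and 243 for the difference between times; 30 of the 33 and 89 of the 92 named genes stayed called, and at 1 h 4 H2A genes were called besides. Within slides and without an array there are fewer mice, and without the filter more probes are adjusted for; for the other settings the cause was not tested. Signal over background of 2.33 to 3.74 limits small changes of dim probes, as where only a bound is given.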

Differences from the paper's values

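All alternatives named in this paragraph were set before the data were examined. The paper gives 393 probes at 4 h where limma gave 1206; the methods' t-test on log2 values (393) and on linear values (311) and no filter on dim probes (501) come within 1.5 times, and the others set before do not. The paper gives 43 probes at 1 h, against 211 here; slide 3 alone (40) comes within, and the others set before do not. With the 1.85-fold threshold the paper gives 23 at 1 h, against 45; no filter on dim probes (31) and slide 3 alone (24) come within, and the others set before do not. For Kif1b at 4 h the paper gives a fold decrease of 2.28, and the ID-named probe gave 1.25; no alternative comes within. For Ifi30 at 4 h the paper gives a fold increase of 3.23, against 1.88, and for Synpo2l a fold decrease of 2.70, against 1.74; normexp alone comes within for both. For these 3 genes the values here are of ID-named probes, and other probes of the array have the paper's values. In all, 4 of 74 fold changes compared over 37 genes differ; for 28 of the genes the ID-named probe is also the one with the paper's values. All 23 genes of the tables that the paper calls at 1 h and all 98 at 4 h, among those with an identified probe, were called here, with 26 and 7 more.

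Tests added after the values were seen come closer in some counts. The methods' t-test on the authors' values gave 394 probes at 4 h (111 with the fold threshold) and drops 0 of the paper's 98. At 1 h it gave 6 and drops 18 of 23. Its equal-variance form on the authors' values, also added after, gave 44 at 1 h (22 with the fold threshold) and drops 0 of 23. At 4 h this form gave 660 and drops 0 of 98. For both tests the 0 of 98 was fixed in advance and is no evidence for either. The probes were matched to the tables by the 4 h adjusted p of the methods' t-test on the authors' values. With 4 against 4 mice the equal-variance form gives no larger p. The equal-variance form on log2 values, added after as well, gave 39 and 667 and drops 2 of 23 and 0 of 98. The omission of 3 arrays, added after too, gave 546 at 4 h, within 1.5 times of 393, and 232 at 1 h, not within 1.5 times of 43.

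The paper writes that 2 histones were inhibited and 4 more lost in correction; with the 1.85-fold threshold 4 were lower at 4 h here (H2ac13, H2ac24, H2ac22 and H2ac10), and with no fold threshold H3f3a and H2az1 were lower too and H4c6, H4c9, H4c18 and H2ac19 higher. The limma adjusted p of H2ac10 at 4 h was 0.0795 without formoterol 4 h replicate 4, 0.0530 without saline 4 h replicate 1, 0.0974 without saline 4 h replicate 2, 0.0602 without formoterol 4 h replicate 1, 0.0667 without formoterol 4 h replicate 2 and 0.0575 without formoterol 4 h replicate 3 (2.16e-04 to 0.491 over 37 alternatives). The paper writes that 14 metabolism genes were induced; 12 were higher and 2, Kif1b and Scarb1, lower, as its Table 1 prints them. The paper names Pparγ in the text where its Table 1 prints Pparδ. The paper reads its 3 altered clock genes as only a part of the clock. Here 5 of the 7 clock genes with an ID name were called at 4 h, with no fold threshold. The list holds 25 clock genes, so this share does not tell how much of the clock changed.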

Other observations

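Chosen only after the result was seen were the minimum of 3 genes per list and, within the ranges over alternatives, the covariate, the equal-variance tests, the t-tests on the authors' values and the omission of 3 arrays. Of genes of connective tissue, Col1a1 and Dcn, the decorin gene, were lower at 1 h (log2 -0.26, SE 0.06, adjusted p = 0.0305 for Dcn), and Col1a1, Col1a2 and Col3a1, which code for chains of fibrillar collagens, were lower at 4 h (log2 -0.65, SE 0.17, adjusted p = 0.0163 for Col1a1; log2 -1.17, SE 0.33, adjusted p = 0.0209 for Col3a1, with overlap between the groups). Of 5 fibroblast and tendon genes, 2 were lower at 1 h and 3 at 4 h, none higher, and 4 were lower at 1 h adjusted over the list alone. At 1 h limma's camera adjusted p was 1.97e-05, and 0.0201 with an estimated correlation. At 4 h it was 0.0916, where the list was not called and 2 of the 5 changes were positive. The adjusted p of Col1a1 at 4 h was 0.0639 without formoterol 4 h replicate 3 (0.00199 to 0.284 over 37 alternatives), and of Col3a1 at 4 h 0.0724 without formoterol 4 h replicate 4, 0.0516 without formoterol 4 h replicate 2 and 0.0529 without formoterol 4 h replicate 3 (7.99e-04 to 0.435 over 37 alternatives). For Dcn at 1 h it was 0.0869 without saline 1 h replicate 2, 0.0685 without formoterol 1 h replicate 1, 0.121 without formoterol 1 h replicate 2, 0.0525 without saline 1 h replicate 3 and 0.0872 without saline 1 h replicate 4 (0.0108 to 0.377 over 38 alternatives).

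Emcn, the endothelial sialomucin endomucin, fell at 4 h (log2 -0.71, SE 0.13, adjusted p = 8.84e-04), and the endothelial list was not called (camera adjusted p = 0.861). Another endothelial gene, Eng at 4 h, was higher (log2 0.42, adjusted p = 0.0223), with an adjusted p of 0.0784 without saline 4 h replicate 2, 0.0505 without saline 4 h replicate 3 and 0.0738 without formoterol 4 h replicate 3 (0.00398 to 0.286 over 37 alternatives). The growth factor gene Pdgfa fell at 4 h (log2 -0.68, SE 0.11, adjusted p = 1.92e-04) and Egln3, an oxygen-sensing hydroxylase, rose (log2 1.15, SE 0.14, adjusted p = 8.56e-06). Xbp1, a factor of the unfolded protein response, rose at 4 h (log2 0.74, SE 0.10, adjusted p = 3.40e-05), and Hspa9, a mitochondrial chaperone, did too (log2 0.32, SE 0.08, adjusted p = 0.00748). S100a9, a gene abundant in neutrophils, rose at 4 h (log2 0.76, SE 0.18, adjusted p = 0.00774), and the table probe of its partner S100a8 did so (log2 1.28, SE 0.24, adjusted p = 9.32e-04). Hba-a1 had mean signals of 25342 and 27418 at 1 h and 9647 and 31575 at 4 h, saline first (arbitrary units).

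Of 9 glucocorticoid-responsive genes, Cdkn1a, Cebpb, Errfi1 and Mt1 were higher at 1 h and Angptl4, Cdkn1a, Cebpb, Foxo1 and Mt1 at 4 h, with none lower (limma's camera adjusted p = 1.44e-07 and 1.43e-05, or 0.0281 and 0.0788 with an estimated correlation). Several of these genes are also in Table 1 and in the lists of CREB targets and oxidative stress. Of 5 chemokine and cytokine genes, Cxcl14, Litaf, Stat3 and Tnfrsf1a were higher at 4 h (camera adjusted p = 0.00126, adjusted p = 0.168 with an estimated correlation). Of 3 haemoglobin genes 2 were higher at 4 h (camera adjusted p = 0.0289, adjusted p = 0.375 with an estimated correlation), and in saline mice the list was lower at 4 h than at 1 h with 0 of 3 called (median log2 -0.90, camera adjusted p = 0.0439, adjusted p = 0.683 with an estimated correlation). The smaller of the 2 rises, Hbb-b2 at 4 h, had a log2 of 0.61 (limma adjusted p = 0.0406), with an adjusted p of 0.0617 without saline 4 h replicate 4, 0.104 without formoterol 4 h replicate 4, 0.0516 without formoterol 1 h replicate 2, 0.0807 without saline 4 h replicate 1, 0.116 without saline 4 h replicate 3, 0.0549 without formoterol 4 h replicate 2 and 0.117 without formoterol 4 h replicate 3 (0.00188 to 0.519 over 37 alternatives). For the marker_erythroid list at 4 h the camera adjusted p was 0.111 without saline 4 h replicate 4, 0.104 without saline 4 h replicate 3 and 0.0575 without formoterol 4 h replicate 3 (8.48e-04 to 0.134 over 38 alternatives). No proteasome gene of 17 was called at 1 h, though the list leaned lower (median log2 -0.14, camera adjusted p = 0.0415, adjusted p = 0.418 with an estimated correlation); for the proteasome list at 1 h it was 0.102 without formoterol 1 h replicate 1, 0.0549 without formoterol 1 h replicate 2, 0.186 without saline 1 h replicate 3, 0.157 without saline 1 h replicate 4 and 0.0667 without formoterol 1 h replicate 4 (1.28e-04 to 0.567 over 39 alternatives). For the histones list at 1 h the camera adjusted p was 0.0775 without saline 1 h replicate 1 and 0.0631 without formoterol 1 h replicate 2 (4.20e-06 to 0.709 over 39 alternatives). Not called at 4 h were the lists of cAMP signalling (5 genes, 1 higher, camera adjusted p = 0.384), hypoxia and angiogenesis (6, 1 higher and 1 lower, 0.861), heat shock (10, 2 higher, 0.449), cyclin-dependent kinases and p53 (4, 1 higher and 1 lower, 0.412), and markers of macrophages (3, none, 0.488), endothelium (5, 1 higher and 1 lower, 0.861), smooth muscle (3, none, 0.488) and fat cells (3, 1 higher, 0.412). The lower cell cycle gene, Ccng1 at 4 h, had a log2 of -0.31 (limma adjusted p = 0.0243), with an adjusted p of 0.0831 without saline 4 h replicate 2, 0.0619 without formoterol 4 h replicate 2 and 0.0709 without formoterol 4 h replicate 3 (0.00539 to 0.360 over 37 alternatives). No further fixed list was called at 1 h beyond 8 of the 29 tested. Lists with fewer than 3 measured genes, such as those of neutrophils, lymphocytes and nerve, were not tested.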
